# Left ventricular hypertrophy and metabolic resetting in the *Notch3*-deficient adult mouse heart

**DOI:** 10.1038/s41598-023-42010-7

**Published:** 2023-09-12

**Authors:** Francesca Del Gaudio, Dongli Liu, Maarja Andaloussi Mäe, Eike-Benjamin Braune, Emil M. Hansson, Qing-Dong Wang, Christer Betsholtz, Urban Lendahl

**Keywords:** Molecular biology, Cell signalling

## Abstract

The heart depends on a functional vasculature for oxygenation and transport of nutrients, and it is of interest to learn how primary impairment of the vasculature can indirectly affect cardiac function and heart morphology. *Notch3*-deficiency causes vascular smooth muscle cell (VSMC) loss in the vasculature but the consequences for the heart remain largely elusive. Here, we demonstrate that *Notch3*^*-/-*^ mice have enlarged hearts with left ventricular hypertrophy and mild fibrosis. Cardiomyocytes were hypertrophic but not hyperproliferative, and the expression of several cardiomyocyte markers, including *Tnt2*, *Myh6*, *Myh7* and *Actn2,* was altered. Furthermore, expression of genes regulating the metabolic status of the heart was affected: both *Pdk4* and Cd36 were downregulated, indicating a metabolic switch from fatty acid oxidation to glucose consumption. *Notch3*^*-/-*^ mice furthermore showed lower liver lipid content. *Notch3* was expressed in heart VSMC and pericytes but not in cardiomyocytes, suggesting that a perturbation of Notch signalling in VSMC and pericytes indirectly impairs the cardiomyocytes. In keeping with this, *Pdgfb*^ret/ret^ mice, characterized by reduced numbers of VSMC and pericytes, showed left ventricular and cardiomyocyte hypertrophy. In conclusion, we demonstrate that reduced Notch3 or PDGFB signalling in vascular mural cells leads to cardiomyocyte dysfunction.

## Introduction

Notch signalling is an evolutionarily conserved signalling mechanism, which regulates development and homeostasis of most organs in the body, including the cardiovascular system. Activation of Notch signalling ensues when a transmembrane Notch receptor on a signal-receiving cell interacts with transmembrane Notch ligands presented on a juxtaposed signal-sending cell^1^. Ligand-receptor interaction results in proteolytic processing of the Notch receptor by cleavage of the receptor just outside the plasma membrane, followed by a final proteolytic cleavage in the plasma membrane, the latter executed by the γ-secretase complex. The final cleavage steps results in the liberation of the C-terminal portion of the Notch receptor, the Notch intracellular domain (Notch ICD), which relocates from the plasma membrane to the cell nucleus. In the nucleus, Notch ICD interacts with the DNA-binding protein CSL (a.k.a. RBPj) and MAML1, forming a ternary transcriptional complex that regulates expression of Notch downstream genes, including the genes encoding Hes and Hey transcription factors^2^.

Mutations in the Notch pathway that cause heart disease have been identified^3^. Notably, *NOTCH1* mutations are observed in bicuspid aortic valve disease^4^ and hypoplastic left heart syndrome^5^, while mutations in the *MIB1* gene, encoding an E3 ubiquitin ligase important for Notch ligand presentation, are linked to left ventricle cardiomyopathy^6^. Furthermore, most patients with Alagille syndrome (OMIM No. 118450), a genetic disorder caused by mutations in the Notch ligand Jagged1, exhibit the congenital heart disease Tetralogy of Fallot^7^. Notch signalling is also important for formation of septa and valves during the genesis and development of the heart^8^, and impaired Mib1 function causes left ventricular non-compaction myocardiopathy and bicuspid aortic valve in the mouse^9^.

In addition to its role in heart development, Notch signalling plays a pivotal role for development and homeostasis of the vasculature^10^ and the *Notch3* gene is particularly important in this regard. *Notch3* is predominantly expressed in mural cells (VSMC and pericytes)^11–13^ and *Notch3*-deficient mice exhibit a progressive loss of VSMC after birth^14,15^. *NOTCH3* missense mutations cause the most common monogenic brain small vessel disease CADASIL (Cerebral Autosomal Dominant Arteriopathy with Subcortical Infarcts and Leukoencephalopathy; OMIM No. 125310)^16^. The vast majority of *NOTCH3* CADASIL mutations are cysteine-altering^17,18^, but cysteine-sparing *NOTCH3* mutations have also been linked to brain vascular disease^19,20^, further underscoring the importance of NOTCH3 function for the brain vasculature.

While the progressive loss of VSMC in the *Notch3*^*-/-*^ mice is well established^14,15^, less is known about consequences in other organs, including the heart. Here, we report that *Notch3*^*-/-*^ mice exhibit left ventricular hypertrophy, cardiomyocyte hypertrophy and mild fibrosis. Gene expression changes indicating a metabolic switch from fatty acid oxidation to glucose consumption were observed, and the lipid content in the liver was reduced. As *Notch3* was expressed in VSMC and pericytes but not in cardiomyocytes, the data suggest that the impairment of the cardiomyocytes is indirect and that specific cellular perturbations in the vasculature are sufficient to produce a cardiomyocyte phenotype.

## Results

### Left ventricular hypertrophy in ***Notch3***^-/-^ mice

To learn whether the heart was affected by loss of Notch3 function, we measured the weight of the hearts in *Notch3*^*-/-*^ mice. *Notch3*^*-/-*^ hearts were enlarged (Fig. 1A), with an increased heart versus body weight ratio (Fig. 1B) and a trend towards increased heart weight versus tibia length ratio (Fig. 1C). These data corroborate a previous report of cardiac hypertrophy in a different *Notch*3 knockout mouse model^21^.

**Figure 1:**
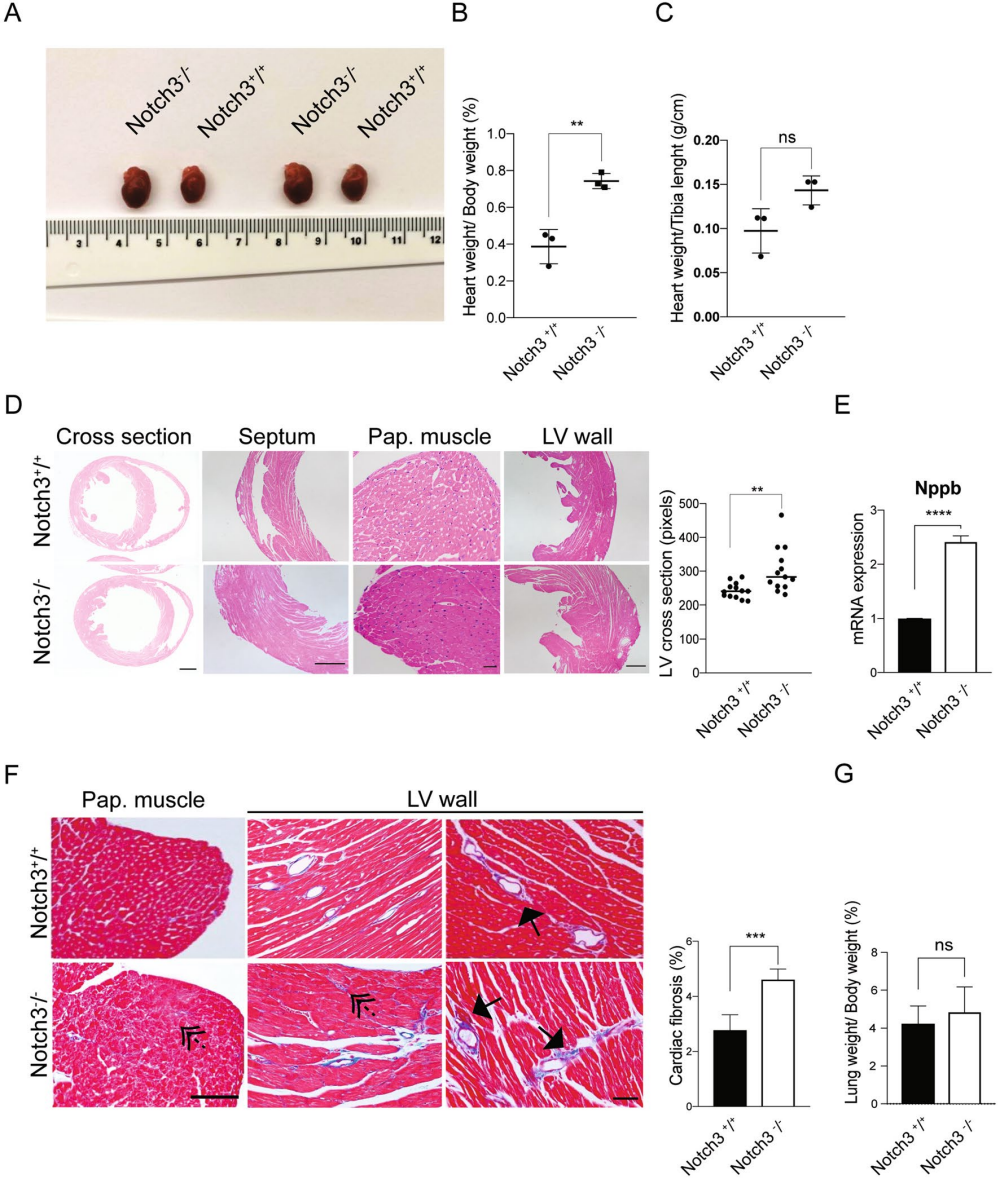
*Notch3*^*-/-*^ mice exhibit left ventricular hypertrophy. (**A**) The size of the hearts in control (*Notch3*^+*/*+^) and *Notch3*^*-/-*^ mice. (**B**) Heart/body weight ratio (%) in control and *Notch3*^*-/-*^ mice. (**C**) Heart weight/tibia length ratio (g/cm) in control and *Notch3*^*-/-*^ mice. (**D**) Sections from septum, papillary muscles and left ventricular wall (LV wall) from control and *Notch3*^*-/-*^ mice. Size bars: cross section, 200μm; septum and papillary muscle = 200 μm; LV wall = 50 μm. Quantification of the length of the cross section of the left ventricular wall. N = 3 animals per genotype were analysed and a minimum of 4 fields of image per mouse were used for quantification. (**E**) *Nppb* mRNA expression from n = 3 control and n = 3 *Notch3*^*-/-*^ hearts. (**F**) Analysis of fibrosis in cross-sections of left ventricle from control and *Notch3*^*-/-*^ mice; solid arrows indicate perivascular fibrosis and dotted arrows denote interstitial fibrosis. Size bar = 20 μm. Quantification of cardiac fibrosis is presented to the right. N = 4 animals per genotype were used. (**G**) Analysis of the weight of lungs from n = 6 control and n = 6 *Notch3*^*-/-*^ mice. The mice used for these experiments were 10–14 months old. **p < 0.01, ***p < 0.001, ****p < 0.0001, ns = non-significant.

Analysis of the morphology of *Notch3*^*-/-*^ and control hearts demonstrated that the left ventricle and papillary muscles from the *Notch3*^*-/-*^ mice were thickened, whereas the size of the septum was not significantly altered (Fig. 1D). Expression of the gene *Nppb*, which encodes the brain natriuretic peptide (BNP) and is upregulated when the ventricles are subjected to increased filling pressures and left ventricle wall stretch^22^, was increased in the *Notch3*^*-/-*^ hearts (Fig. 1E), corroborating the notion of left ventricular hypertrophy. Compared to wildtype control mice, mild fibrosis and perivascular and interstitial collagen deposition were observed in the *Notch3*^*-/-*^ hearts (Fig. 1F). In contrast, the weight of *Notch3*^*-/-*^ lungs did not differ from control mice (Fig. 1G) nor exhibited any signs of fibrosis or vascular changes (data not shown). Collectively, these observations suggest that *Notch3*^*-/-*^ mice exhibit left ventricular hypertrophy, combined with mild fibrosis.

### Left ventricular hypertrophy in *Notch3*^-/-^ mice is associated with cardiomyocyte hypertrophy but not cardiomyocyte hyperproliferation

The absolute majority of left ventricular hypertrophy is caused by cardiomyocyte hypertrophy, but there are also reports indicating that proliferation may be induced in postnatal cardiomyocytes in response to injury or perturbation of major signalling pathways^23,24^. To distinguish between these two possibilities, Wheat Germ Agglutinin staining, to outline the cardiomyocyte cell membranes, showed an increase in cardiomyocyte cross section area from 200 to 347 μm^2^ in the *Notch3*^*-/-*^ mice (Fig. 2A,B). Proliferation was assessed by Ki-67 immunostaining, and there was no increase in Ki-67 labelling in the *Notch3*^*-/-*^ mice (Fig. 2C,D).

**Figure 2:**
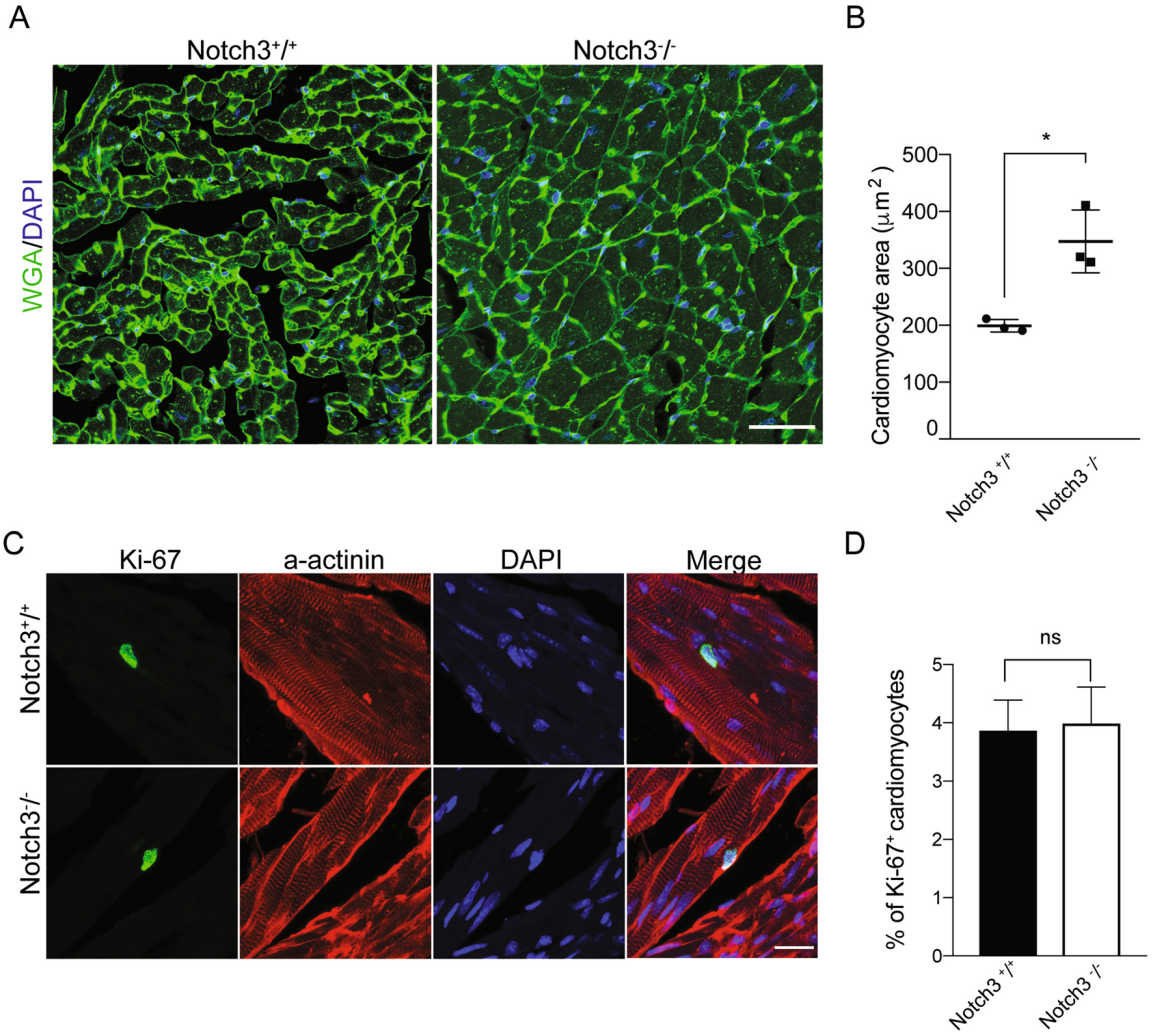
The left ventricular hypertrophy in the *Notch3*^*-/-*^ mice is associated with cardiomyocyte hypertrophy. (**A**) Wheat germ agglutinate (WGA) staining (green) and DAPI (blue) of heart cross-sections from control (*Notch3*^+*/*+^) and *Notch3*^*-/-*^ mice. Size bar = 50 μm. (**B**) Quantification of cardiomyocyte size (from A) n = 3 for each genotype. (**C**) Ki-67 staining of cardiomyocytes (with a-actinin as a marker for cardiomyocytes). Size bar = 20 μm. (**D**) Quantification of Ki-67 staining (from C). * p < 0.05, ns = non-significant. The mice used for these experiments were 10–14 months old.

An alternative cause of ventricular hypertrophy is hypertension^25^, but *Notch3*^*-/-*^ mice have a normal blood pressure unless challenged with angiotensin-II^21^. In line with a normal blood pressure, the expression of the *NppA* gene, which encodes atrial natriuretic peptide (ANP) and shows increased expression in response to hypertension^26^, was not upregulated (Supplemental Figure 1A). In sum, we conclude that the left ventricular hypertrophy is associated with an increase in cardiomyocyte size but not with increased cardiomyocyte proliferation.

### Cardiomyocyte morphology and marker expression are altered in the ***Notch3***^***-/-***^ mice

Left ventricular hypertrophy may result from defects in the contractile capacity of the cardiomyocytes, for example because of mutations in sarcomeric genes^27–29^. The myocardium is built from cardiomyocytes, which harbour myofibrils. The myofibrils contain myosin and actin as well as auxiliary proteins such as tropomyosin and troponins and are built from aligned sarcomeres, a contractile apparatus which anchor to the α-actinin-containing Z-lines in the cardiomyocytes (Fig. 3A). Between the Z-lines at opposing ends of the sarcomere is the M-band, and titin filaments span between the M-band and the Z-lines. The A-band correspond to the myosin part, while the I-band corresponds to the actin filaments between the Z-lines and the A-band^27–29^ (Fig. 3A).

**Figure 3:**
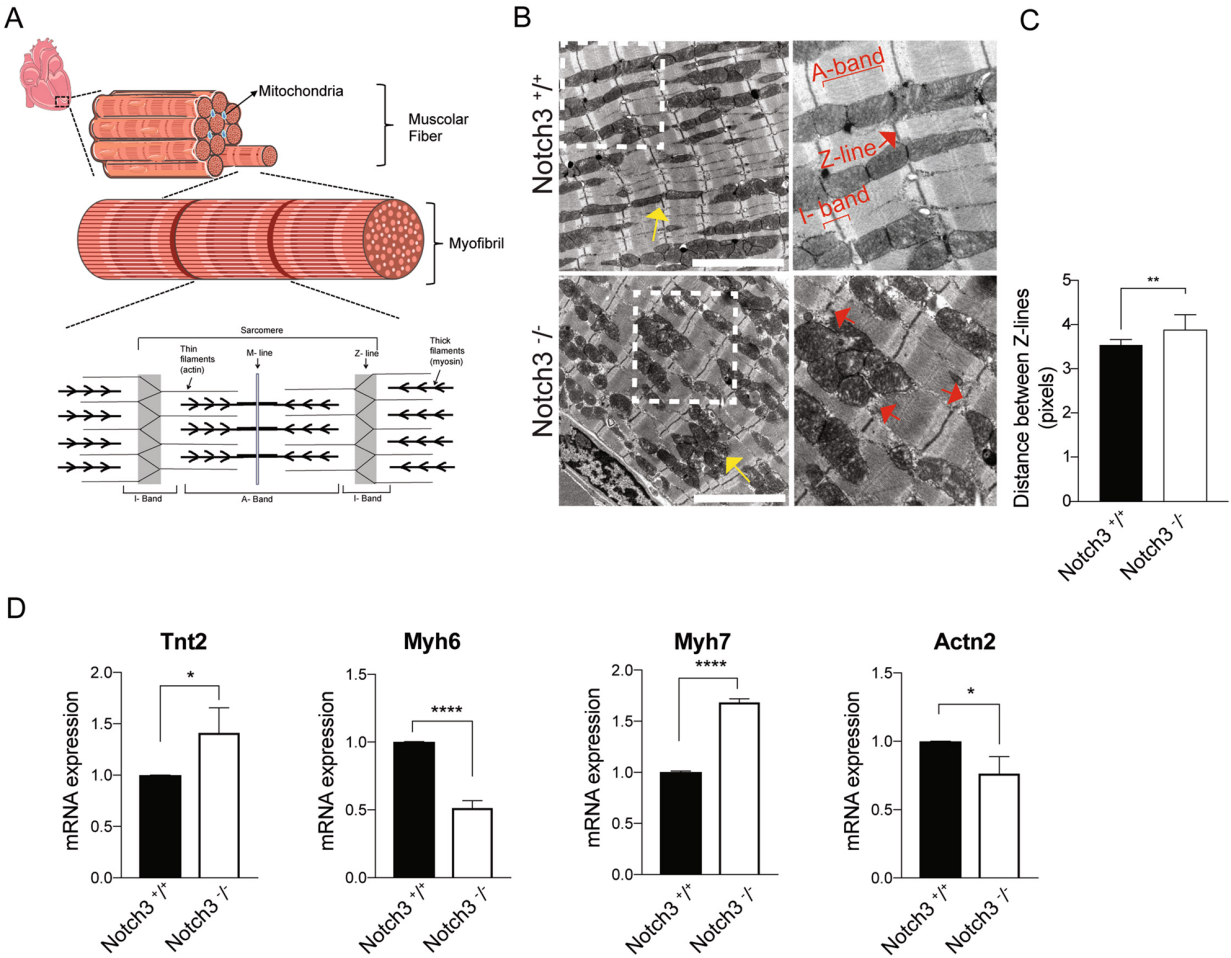
Altered sarcomere morphology and marker expression in the *Notch3*^*-/-*^ mice. (**A**) Schematic depiction of myofibrils and the organization of the sarcomere. The upper part of the figure was modified from a figure in Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. (**B**) Transmission electron microscope (TEM) images from control (*Notch3*^+*/*+^) and *Notch3*^*-/-*^ hearts (12–13 months old). Yellow arrows indicate mitochondria while red arrows indicate Z-lines. A-bands and I-bands are also indicated in the figure. The white boxed area is enlarged in the high magnification views to the right. Size bar = 5μm. (**C**) Analysis of the distance between the Z-lines in *Notch3*^*-/-*^ sarcomeres. N = 2 animals per genotype (10–14 months old) were used and 9 fields of image per genotype were used for quantification. (**D**) Expression of *Tnt2*, *Myh6*, *Myh7* and *Actn2* mRNA from n = 4 control and n = 4 *Notch3*^*-/-*^ hearts. *p < 0.05, **p < 0.01, ****p < 0.0001.

To learn whether the sarcomeric structure was altered in *Notch3*^*-/-*^ mice, we analysed sections from *Notch3*^*-/-*^ and control hearts by transmission electron microscopy (TEM). This revealed that the organization of mitochondrial tubules in linear arrays along the sarcomere was disturbed in *Notch3*^*-/-*^ hearts, which showed a looser adhesion between individual tubules (Fig. 3B). Furthermore, the I-bands were less pronounced (Fig. 3B) and the distance between the Z-lines was increased in the *Notch3*^*-/-*^ sarcomeres (Fig. 3C). In contrast, the distance between the A-bands was not statistically different in the *Notch3*^*-/-*^ sarcomeres (data not shown).

In line with an aberrant sarcomere structure, expression of genes encoding sarcomeric cardiomyocyte proteins was altered. Notably, expression of *TnT2*, which codes for cardiac muscle isoform of troponin T (TNNT2) regulating cardiac muscle contraction in response to Ca2 ^+ ^and mutated in cardiomyopathies^30^, was increased (Fig. 3D). *Myh7*, which encodes myosin heavy chain (MHC)-β and is one of the genes mutated in familial hypertrophic myocardiopathy^31^ was similarly expressed at higher levels, while the related *Myh6* gene, coding for myosin heavy chain (MHC)-α and in mice mostly expressed in the ventricles^32,33^, showed reduced expression (Fig. 3D). Expression of *Actn2* (α-actinin-2), which encodes the major component of the Z-disc and associated with hypertrophic myopathy^34^, was reduced in the *Notch3*-deficient mice (Fig. 3D). In conclusion, *Notch3*^*-/-*^ cardiomyocytes exhibit an aberrant morphology, accompanied by altered expression of genes involved in sarcomeric function.

### Dysregulated fatty acid and glycolytic metabolism in the ***Notch3***^***-/-***^ heart

The adult heart relies largely on uptake of fatty acids to meet its energy demands, while the fetal heart preferentially uses glycolytic metabolism^35,36^; for review see^37^. Upon heart injury or disease, the adult heart however switches towards a more glycolytic metabolism^38^. *Pdk4*, which decreases glucose oxidation and increases fatty acid oxidation^39^, and *Cd36*, encoding the long chain free fatty acid transporter CD36^40^, were both downregulated in the *Notch3*^*-/-*^ hearts (Fig. 4A). Expression of peroxisome proliferation-activated receptor-gamma (PPARγ), which enhances glucose metabolism and causes insulin desensitization^41^, was slightly, although not significantly upregulated, while there was a tendency towards downregulation for expression of acyl-CoA dehydrogenase long and medium chain (*Acadl*, *Acadm*), which regulate beta oxidation of fatty acids^42^ (Supplemental Figure 1B). At the immunohistochemistry level, CD36 immunofluorescence was downregulated while the transporter for uptake of glucose (GLUT1) was upregulated in the adult *Notch3*^-/-^ hearts (Supplemental Figure 1C,D). In two-weeks old mice, there was no significant difference in CD36 and GLUT1 immunofluorescence (Supplemental Figure 1E), while CD36 immunofluorescence was decreased in the *Notch3*^*-/-*^ hearts at two months of age, accompanied by an increase in GLUT1 expression (Supplemental Figure 1F). At two months of age, there was also an increase in the cardiomyocyte area (Supplemental Figure 1G). We analysed whether expression of some of the Notch downstream genes important for the heart and vasculature was altered. Expression of the *Hey2* gene, which is important for heart development and is linked to Brugada syndrome, a rare form of arrhythmia^43,44^, was downregulated in the *Notch3*^*-/-*^ hearts, which as expected also was the case for *Notch3* (Supplemental Figure 1H). In contrast, *Hey1* expression was not affected (Supplemental Figure 1H).

**Figure 4:**
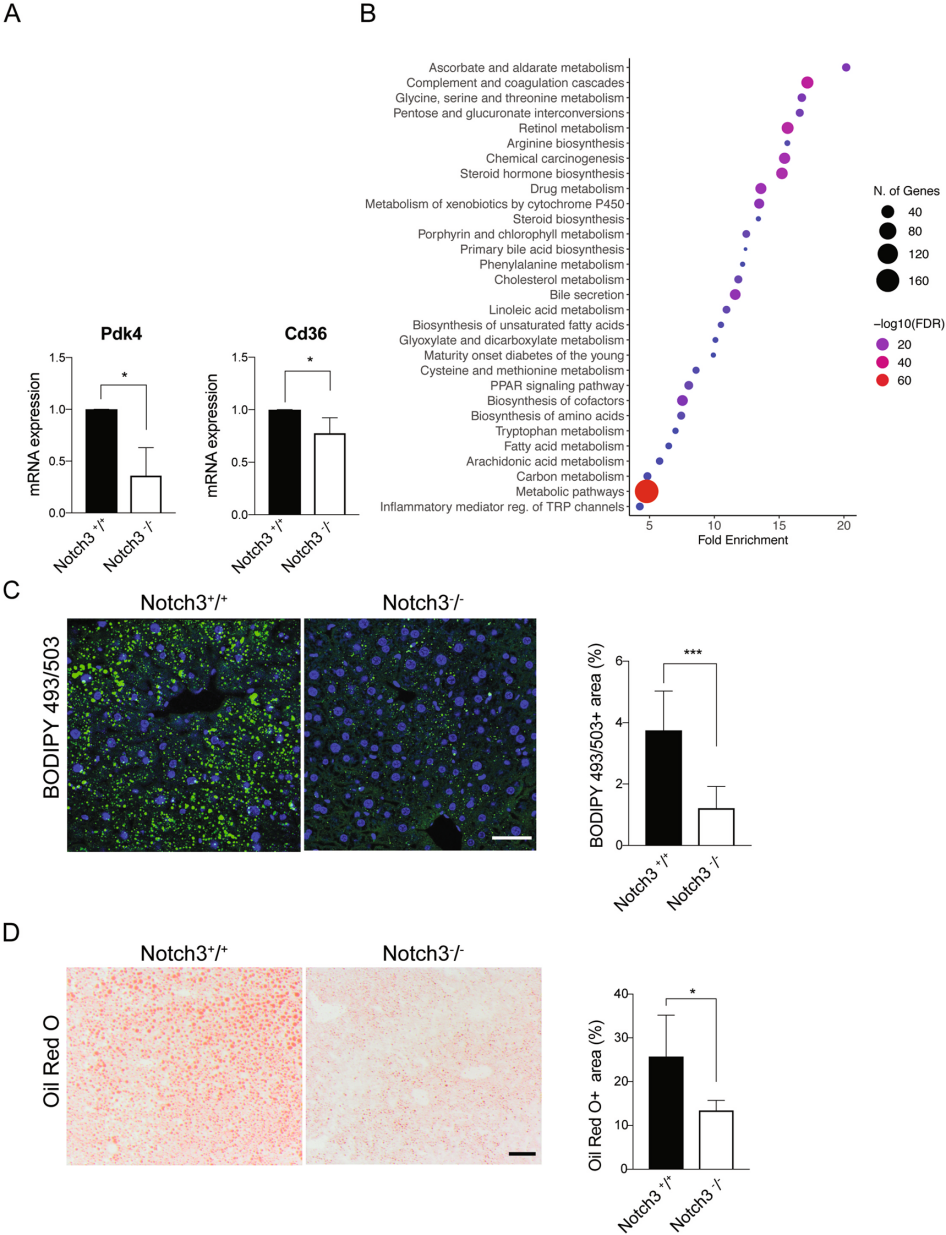
Dysregulated fatty acid and glucose metabolism in the *Notch3*^*-/-*^ heart. (**A**) Expression of the *Pdk4* and *Cd36* genes in n = 3 control (*Notch3*^+*/*+^) and n = 3 *Notch3*^*-/-*^ mice. (**B**) KEGG pathway analysis from bulk RNA-sequencing from hearts from n = 4 control and n = 3 *Notch3*^*-/-*^ mice (10–14 months old). (**C**) Left panel: Bodipy 493/503 staining of lipids in the livers of control and *Notch3*^*-/-*^ mice (6 months old). Size bar = 50μm. Right panel: quantification of the Bodipy results from B. N = 3 mice per genotype were used. (**D**) Left panel: Oil Red O staining of lipids in livers from control and *Notch3*^*-/-*^ mice (14 months old). Size bar = 200μm. Right panel: quantification of C. N = 4 mice per genotype were used. *p < 0.05, ***p < 0.001.

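Hearts from 4 control (*Notch3*+*/*+) mice and 3 *Notch3*-/- mice aged 10 to 14 months were used for bulk RNA-sequencing, a measurement of the RNA of the whole tissue. RNA was reverse transcribed and amplified by PCR in a plate, fragmented with the Tn5 enzyme and sequenced, with 3 technical libraries from each mouse. The authors deposited the number of reads counted on each of 46517 Ensembl genes in each of the 21 libraries, without normalization. The paper's text does not name the aligner, the genome build, the counting program or how duplicate reads were treated. Between 464390 and 2134368 reads were counted per library from control mice (median 1196276, n = 12) and between 979804 and 2427783 per library from *Notch3*-/- mice (median 1583662, n = 9). The counts of the 3 technical libraries were summed, which gave 3046326 to 4638786 counts per control mouse and 3828763 to 5167869 per *Notch3*-/- mouse. Each mouse was then 1 replicate, and the mice are called control mouse 1 to 4 and *Notch3*-/- mouse 1 to 3. Control mice 1 and 2 carry labels starting with X and the other 5 mice labels starting with k, so the X-labelled mice are of 1 genotype and give no comparison of their own. Genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, over the 14324 genes that passed edgeR's expression filter, with Benjamini-Hochberg adjustment to a false discovery rate (FDR).

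The targeted gene, *Notch3* (ENSMUSG00000038146), lies on the minus strand of chromosome 17 from 32120820 to 32166852 in the GENCODE vM21 annotation of GRCm38, the reference used here. It had 174, 200, 245 and 185 counts in control mice 1 to 4 and 22, 36 and 25 counts in *Notch3*-/- mice 1 to 3. Its TMM-normalized count per 1e+06 counts (CPM) was 54.7 ± 8.62 (SD, n = 4) in control mice and 6.10 ± 1.42 (SD, n = 3) in *Notch3*-/- mice. The log2 fold change was -3.16 (SE 0.23, FDR 0.00173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the k-labelled mice alone it was -3.29 (FDR 0.206 from the same test and adjustment). The 12 control libraries had 32.3 to 75.5 *Notch3* CPM and the 9 *Notch3*-/- libraries 1.65 to 11.4. The estimate moved most when a hepatocyte score was added to the model as a covariate, to -3.38, and the edgeR FDR was then 0.119 after Benjamini-Hochberg adjustment. *Gm17276*, an antisense gene that shares 21024 bases with *Notch3*, had 30, 26, 29 and 16 counts in control mice and 5, 5 and 2 in *Notch3*-/- mice. Whether the counting used the strand of the reads is not stated, so reads of one of these overlapping genes can be counted on the other.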

To extend the gene expression analysis, we performed bulk transcriptomic analysis of *Notch3*^*-/-*^ and control hearts. 

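Genes with an FDR lower than 0.05 and a fold change of at least 1.5 were called as differentially expressed. Of the 14324 genes tested, 1 was called, *Notch3*, which was lower in *Notch3*-/- hearts. No gene was called as higher. With an unadjusted p lower than 0.05, 1051 genes were higher and 437 were lower in edgeR's quasi-likelihood test. The 4 control and 3 *Notch3*-/- mice did not overlap for 1222 genes, 8.53% of those tested, where chance gives 5.71%. The number of calls moved most when *Notch3*-/- mouse 3 was left out, to 936 genes, of which 903 were higher and 33 lower. In the k-labelled mice alone 0 genes were called, and 949 had an unadjusted p lower than 0.05. The expression filter asks for counts in at least 3 mice, and 258 of the 526 genes in the paper's Supplemental Table 1 passed it. All 258 changed in the direction given in that table with an unadjusted p lower than 0.05 and a median log2 fold change of 3.24, and their smallest edgeR FDR apart from *Notch3* was 0.118 after Benjamini-Hochberg adjustment. Supplemental Table 1 gives 516 genes as higher in *Notch3*-/- hearts. Of these, 515 lay above every control mouse in *Notch3*-/- mouse 1, 516 in mouse 2 and 210 in mouse 3. Their median log2 difference from the control mean was 4.26 in *Notch3*-/- mouse 1, 5.85 in mouse 2 and 0.44 in mouse 3, and -0.16 to 0.23 in the 4 control mice. The table was drawn up from these libraries and is not independent of them.

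Supplemental Table 2 lists 27 different genes for 4 metabolic KEGG pathways, fatty acid degradation, fatty acid metabolism, glycolysis/gluconeogenesis and PPAR signalling. All 27 lay above every control mouse in *Notch3*-/- mice 1 and 2, and 12 did so in *Notch3*-/- mouse 3. The 5 genes listed for fatty acid degradation, *Acaa1b*, *Acat2*, *Cyp4a14*, *Cyp4a10* and *Adh1*, had a median log2 difference from the control mean of 5.54 in *Notch3*-/- mouse 1, 6.57 in mouse 2 and -0.18 in mouse 3. *Acat2* and *Adh1* passed the expression filter. *Adh1* had a log2 fold change of 3.52 (SE 0.91, FDR 0.204 from edgeR with Benjamini-Hochberg adjustment). For *Acat2* it was 1.98 (SE 0.63, FDR 0.294 from the same test and adjustment). Adjusted over the list alone, both were called, but the study chose the list on these samples, so this is not independent evidence. *Acaa1b* had 0, 11, 0 and 3 counts in control mice 1 to 4 and 476, 2194 and 12 in *Notch3*-/- mice 1 to 3. *Cyp4a14* had at most 2 counts in a control mouse and 96, 705 and 3 in *Notch3*-/- mice, and the *Notch3*-/- mean was at least 54.9-fold higher, a bound computed from a floor of 3 counts. For *Cyp4a10*, with 132, 361 and 1 counts in *Notch3*-/- mice, the mean was at least 35.4-fold higher. These bounds rest largely on *Notch3*-/- mouse 2, without which they were 13.0-fold and 17.6-fold.

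The 9 genes listed for fatty acid metabolism had a median log2 difference of 3.29 in *Notch3*-/- mouse 1, 5.26 in mouse 2 and 0.33 in mouse 3. For the 6 genes listed for glycolysis/gluconeogenesis, which are *Acss2*, *Adh1*, *Fbp1*, *G6pc*, *Pck1* and *Pklr*, it was 5.94, 8.56 and 0.76. For the 16 genes listed for PPAR signalling it was 6.56, 7.95 and 1.16. Of the 27 genes, 18 passed the expression filter with all 7 mice, and edgeR called none of these. The other 9 were not tested in that fit. All 27 were called by edgeR when *Notch3*-/- mouse 3 was left out, and by DESeq2 with all 7 mice.

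**Figure D1:**
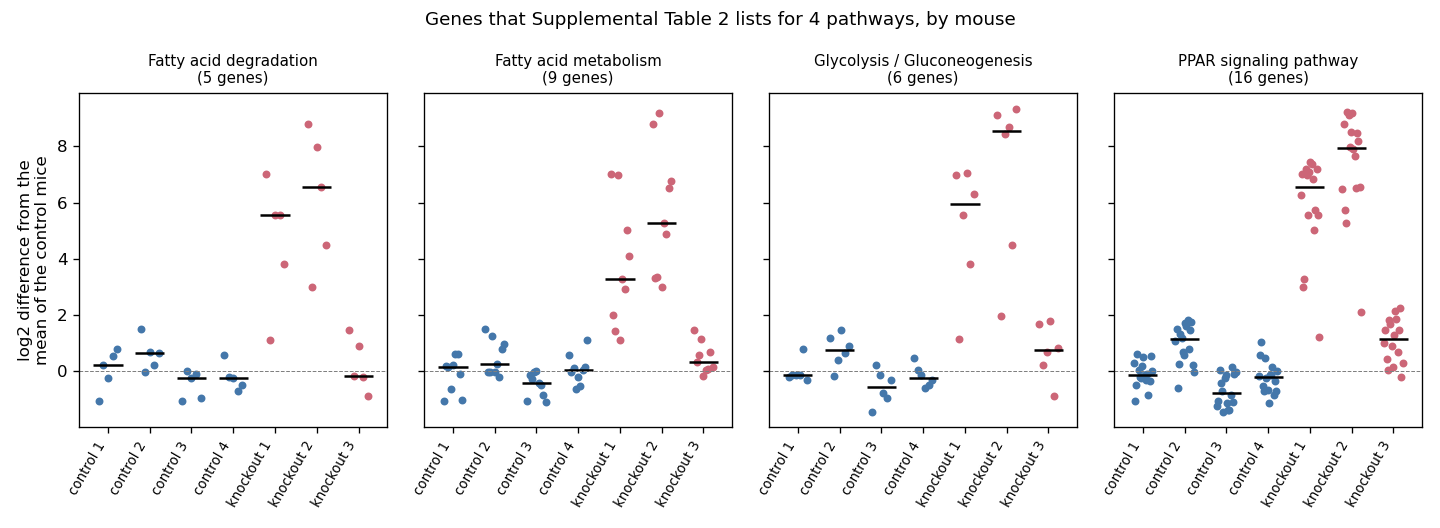
Log2 difference from the control mean for the genes that Supplemental Table 2 lists under 4 KEGG pathways, by mouse, with *Notch3*-/- mice named knockout 1 to 3. Points are genes and bars are medians, and the median for fatty acid degradation is 5.54 in knockout 1, 6.57 in knockout 2 and -0.18 in knockout 3.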

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differently expressed genes (DEG) in *Notch3*^*-/-*^ compared to control hearts (Supplemental Table 1) demonstrated that pathways related to for example metabolism and fatty acid degradation were dysregulated in *Notch3*^*-/-*^ hearts (Fig. 4B and Supplemental Table 2). In addition, we found that the DEG are enriched in diseases such as vascular diseases, lipid metabolism disorders and diseases related to liver dysfunction (Supplemental Figure 1 and Supplemental Table 3).

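Lists of marker genes of liver cells and vascular cells, fixed before the counts were seen, were tested with camera on the edgeR statistics (preset inter-gene correlation 0.01). The hepatocyte list was chosen because the paper reports liver terms for these same libraries, so its test is not independent evidence. It holds 30 genes, of which 29 are in Supplemental Table 1 and 2 had a mean over 10 CPM in control hearts. Its 25 tested genes were all higher in *Notch3*-/- hearts, with a median log2 fold change of 7.21 (FDR 6.8e-37 from camera with Benjamini-Hochberg adjustment over the lists). None of the 25 was called over all genes tested, although all 25 had an unadjusted p lower than 0.05 in edgeR's test, and 25 were called when adjusted over the list alone. The level of the list, its median log2 difference from the control mean, was 7.13, 8.31 and 1.54 in *Notch3*-/- mice 1 to 3 and -0.02, 1.41, -0.95 and -0.45 in control mice 1 to 4. The 3 *Notch3*-/- levels lay above the 4 control levels (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 3 allow), but for *Notch3*-/- mouse 3 this rests on 1 library. The mean log2 CPM of the list was 2.02, 1.94 and 2.79 in its 3 libraries and 2.20, 2.74 and 2.51 in those of control mouse 2. Averaged over libraries, this measure was lower in *Notch3*-/- mouse 3 (2.25) than in control mouse 2 (2.48), and the same test on it gave p = 0.0571, so the separation depends on the measure. The camera statistic was as large in 2 of the 35 splits of the 7 mice into 4 and 3, the real one included. *Alb*, which encodes albumin, had 68, 385, 10 and 32 counts in control mice and 6240, 8913 and 354 in *Notch3*-/- mice. *Cps1*, which encodes a urea cycle enzyme, had 7, 16, 1 and 0 counts in control mice and 1343, 4634 and 23 in *Notch3*-/- mice. The median log2 fold change of the hepatocyte list was 9.21 in the k-labelled mice.

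The vascular smooth muscle list holds 11 genes, and its 9 tested genes had a median log2 fold change of -0.22 (FDR 0.0232 from camera with Benjamini-Hochberg adjustment), 6 of them lower. Its level was -0.39, -0.65 and -0.24 in *Notch3*-/- mice and 0.39, -0.04, -0.39 and 0.06 in control mice, a difference within the spread between mice on this measure (two-sided exact permutation test, p = 0.143). With the mean log2 CPM of the genes in place of the level, the difference was -0.47 and the same test gave p = 0.0571. The call was lost in each fit on 1 technical library and without control mouse 4 (-0.21) or *Notch3*-/- mouse 3 (-0.25). *Myh11*, a member of this list on chromosome 16 from 14194535 to 14291372 (GENCODE vM21, GRCm38), had 121, 97, 45 and 59 counts in control mice and 12, 24 and 19 in *Notch3*-/- mice. Its log2 fold change was -2.49 (SE 0.45, FDR 0.118 from edgeR with Benjamini-Hochberg adjustment). The endothelial list had a median log2 fold change of 0.01 over 11 genes (FDR 0.747 from camera with the same adjustment). The 14 genes of the collagen and fibrosis list had a median of 0.47 (FDR 0.00130 from camera with the same adjustment), 11 of them higher. Its level was 0.20, 0.35 and 0.37 in *Notch3*-/- mice and -0.08 to 0.21 in control mice (two-sided exact permutation test, p = 0.0857). With the mean log2 CPM of the genes the same test gave p = 0.0286, so the p-value depends on the measure. Without *Notch3*-/- mouse 3 the median log2 fold change was 0.26 and the call was lost. Within the k-labelled mice the medians were -0.21 for the vascular smooth muscle list and 0.57 for the collagen and fibrosis list. Under fry, which uses the correlation in the data, none of these lists had an FDR under 0.05 after Benjamini-Hochberg adjustment (hepatocyte 0.186, vascular smooth muscle 0.186, collagen and fibrosis 0.130).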

This shift in gene expression towards a more glycolytic profile could be caused by a direct more local effect on the cardiomyocytes mediated by the VSMC in the heart or be a result of a more general altered composition of nutrients in the blood. 

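The genes of fatty acid oxidation and of glycolysis were followed with lists fixed in the same way, and neither list shares a gene with Supplemental Table 1. The 28 genes of the fatty acid oxidation list had a median log2 fold change of -0.27, and 26 of them were lower (FDR 2.9e-09 from camera with Benjamini-Hochberg adjustment, 0.186 under fry). Adjusted over the list alone, 0 genes were called, while 9 had an unadjusted p lower than 0.05 in edgeR's test. The level of the list was 0.13, -0.06, -0.10 and 0.04 in control mice 1 to 4 and -0.18, -0.48 and -0.14 in *Notch3*-/- mice 1 to 3. The mean was 0.002 ± 0.102 (SD, n = 4) in control mice and -0.27 ± 0.19 (SD, n = 3) in *Notch3*-/- mice, which all lay below the control mice (two-sided exact permutation test, p = 0.0286). With the mean log2 CPM of the genes in place of the median level, the same test gave p = 0.0571. Among the k-labelled mice the median log2 fold change was -0.23.

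The 20 genes of the glycolysis and glucose uptake list had a median log2 fold change of -0.13, and 14 of them were lower (FDR 0.0709 from camera with Benjamini-Hochberg adjustment, 0.627 under fry). Their level was 0.09, -0.06, -0.10 and 0.10 in control mice and -0.02, -0.24 and -0.18 in *Notch3*-/- mice (two-sided exact permutation test, p = 0.171). The median was -0.16 in the k-labelled mice. No gene of this list had an unadjusted p lower than 0.05 in edgeR's test. The camera FDR, with Benjamini-Hochberg adjustment, fell under 0.05 without control mouse 2 (0.0334), control mouse 3 (0.0111) or *Notch3*-/- mouse 1 (0.00367). Counts of abundant genes leveled off in these libraries, since no gene of at least 200 exon bases passed 2 counts per exon base in any library. In their largest library, 10 of the 28 fatty acid oxidation genes and 5 of the 20 glycolysis genes were over 25% of that level. Between technical libraries of the same mouse, the mean log2 CPM of the fatty acid oxidation list changed by -0.32 (SE 0.02) and that of the glycolysis list by -0.37 (SE 0.04) for each log2 unit of depth.

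**Figure D2:**
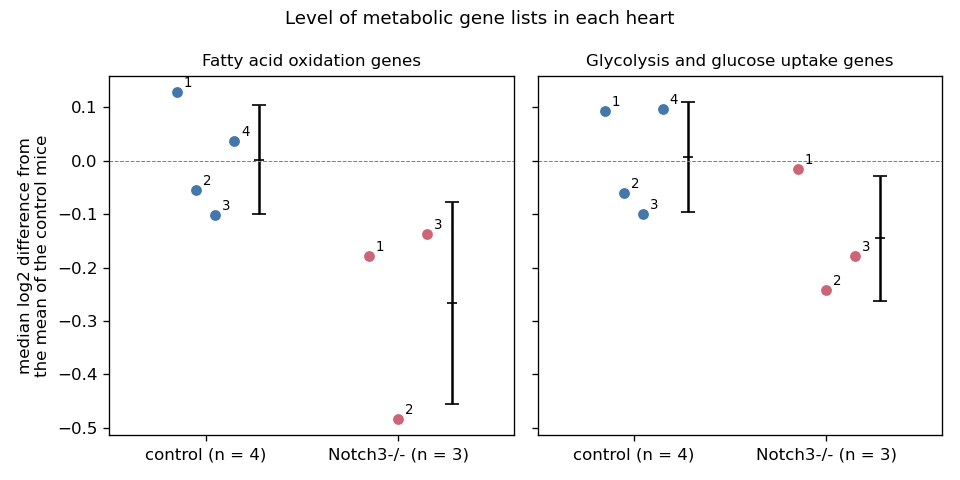
Level of the fatty acid oxidation list and of the glycolysis and glucose uptake list in each mouse, as the median log2 difference from the control mean. Points are mice and bars are group means with SD, which for fatty acid oxidation are 0.002 in 4 control mice and -0.27 in 3 *Notch3*-/- mice.

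The paper describes a shift of gene expression towards a glycolytic profile and proposes that it may arise in the heart itself, through VSMC acting on cardiomyocytes, or from nutrients in the blood, and turns to the lipids of the liver to address the latter.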

To address the latter hypothesis, we analysed whether the amount of lipid in the liver was altered, as an indicator of the lipid status in the vasculature. Staining with the lipid tracer BODIPY 493/503, which identifies neutral and non-polar lipids, revealed a reduction in lipid droplets in the *Notch3*^*-/-*^ liver (Fig. 4C), which was confirmed by Oil Red O staining (Fig. 4D). 

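In the bulk RNA-sequencing data, *Pdk4*, whose product limits glucose oxidation, had 532 ± 144 CPM (SD, n = 4) in control hearts and 363 ± 279 (SD, n = 3) in *Notch3*-/- hearts. Its log2 fold change was -0.55 (SE 0.42, FDR 0.691 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts in *Notch3*-/- mice 1 to 3 were 612, 1141 and 3607, against 1134 to 3192 in control mice. Without *Notch3*-/- mouse 3 the log2 fold change was -1.39 (FDR 0.00974 from edgeR with Benjamini-Hochberg adjustment). That fit leaves out the mouse with the highest *Pdk4* of all 7, at 682 CPM. It keeps *Notch3*-/- mice 1 and 2, in which the hepatocyte genes were high. With the hepatocyte score as a covariate and all 7 mice, the sign of the *Pdk4* change was positive. *Cd36* had 1649 ± 147 CPM (SD, n = 4) in control hearts and 1417 ± 78.6 (SD, n = 3) in *Notch3*-/- hearts, a log2 fold change of -0.22 (SE 0.10, FDR 0.488 from edgeR with Benjamini-Hochberg adjustment). *Slc2a1*, which encodes GLUT1, changed by -0.09 (SE 0.19, FDR 0.911 from edgeR with Benjamini-Hochberg adjustment), and the sign was positive in the k-labelled mice (0.20) and without control mouse 2 (0.04). The log2 fold changes of *Acadl* and *Acadm* were -0.33 and -0.30, with FDR 0.373 and 0.349 from edgeR with Benjamini-Hochberg adjustment. In their largest library, *Cd36* and *Acadl* reached 42.9% and 43.1% of 2 counts per exon base, where counts leveled off. The greater depth of the *Notch3*-/- libraries may therefore lower their values. All 20 genes of a list for the tricarboxylic acid cycle and oxidative phosphorylation were lower, with a median log2 fold change of -0.27 (FDR 1.6e-09 from camera with Benjamini-Hochberg adjustment, 0.231 under fry). Its level was -0.06, -0.49 and -0.33 in *Notch3*-/- mice 1 to 3 and -0.16 to 0.18 in control mice. Of these genes, 8 were over 25% of 2 counts per exon base in their largest library, the level at which counts leveled off. The 25 genes of a list for sterol and fatty acid synthesis, 14 of which are in Supplemental Table 1, were all higher, with a median of 1.98 (FDR 7.1e-23 from camera with Benjamini-Hochberg adjustment, 0.231 under fry). The level of this list was 1.44, 3.00 and 0.14 in *Notch3*-/- mice 1 to 3 and -0.13 to 0.10 in control mice. The hepatocyte list had levels of 7.13, 8.31 and 1.54 in the same *Notch3*-/- mice, in the same order. A rise of the synthesis genes in the heart itself therefore cannot be told apart from the rise of the hepatocyte genes.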

In sum, the data demonstrate a gene expression switch towards glycolytic metabolism in the *Notch3*^*-/-*^ hearts, accompanied by reduced lipid deposition in the *Notch3*^*-/-*^ livers.

### Notch3 is expressed in heart vascular smooth muscle cells but not in cardiomyocytes

It is well established that *Notch3* is expressed in VSMC and pericytes in the vasculature^15,45,46^, but whether it also is expressed in cardiomyocytes has not been established, and to address this is important to understand whether the observed cardiomyocyte phenotype is a consequence of a cell-autonomous (loss of *Notch3* function in the cardiomyocytes) or non-autonomous (loss of *Notch3* function in mural cells) effect. To assess the expression of *Notch3* in the heart, we took advantage of a targeted insertion of the *lacZ* gene into the *Notch3* locus in the *Notch3*^*-/-*^ mice^47^, and *Notch3* expression can thus be monitored by beta-galactosidase immunohistochemistry as a proxy for *Notch3* expression^15^. In line with this notion, beta-galactosidase immunofluorescence was only observed in the *Notch3*^*-/-*^ mice, which harbour the targeted Notch3 alleles, and not in wildtype mice (Supplemental Figure 3). There was no expression of beta-galactosidase in cardiomyocytes (visualized by α-actinin as a marker for cardiomyocytes) (Fig. 5A), indicating that no or only very low levels of the Notch3 receptor is produced in cardiomyocytes.

**Figure 5:**
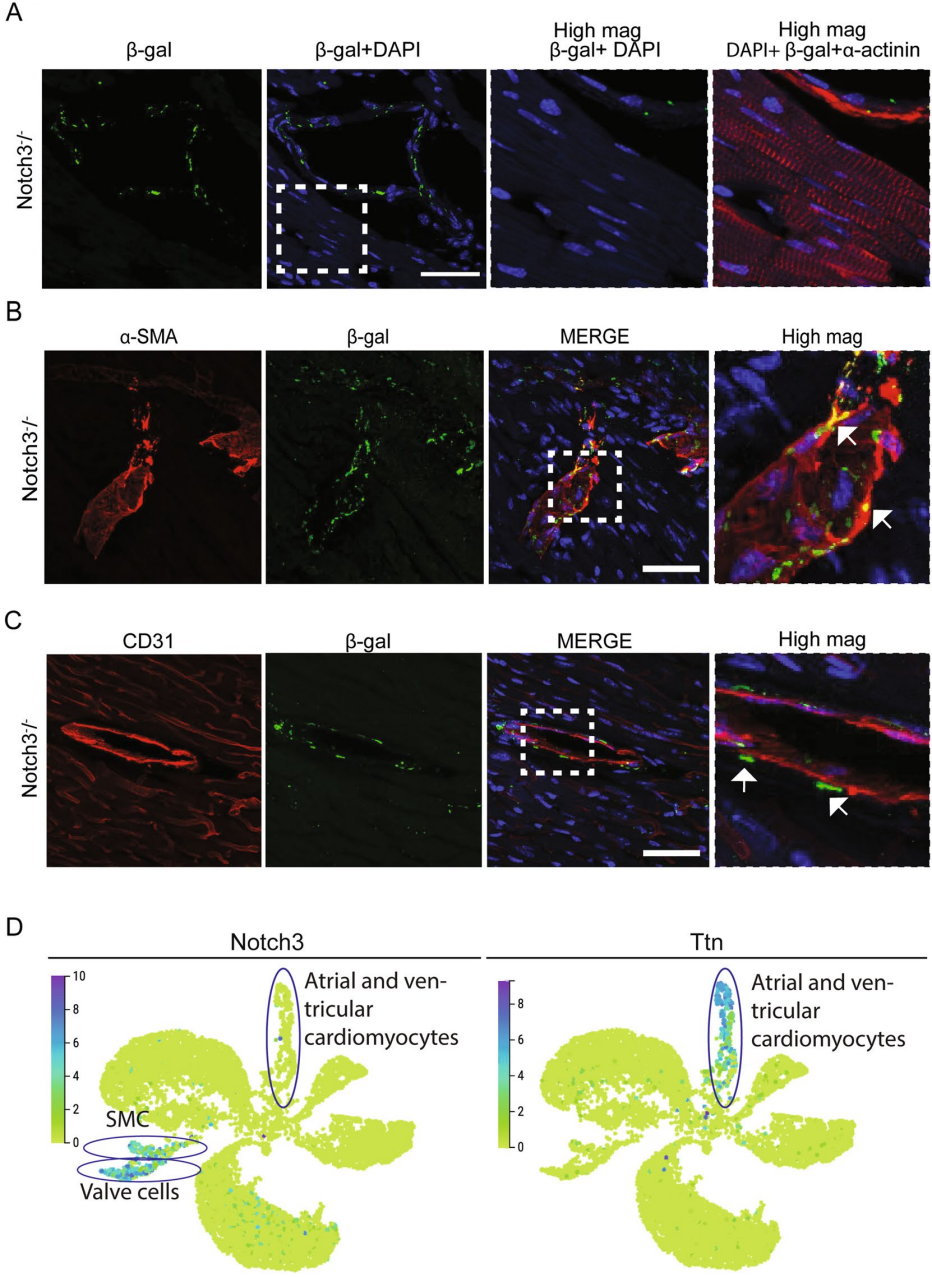
Notch3 expression in VSMC but not in cardiomyocytes. (**A**) Analysis of potential co-expression of beta-galactosidase (β-gal; as a proxy for Notch3) and α-actinin, a marker for cardiomyocytes, in sections from *Notch3*^*-/-*^ hearts (12–14 months old mice). The white boxed area is enlarged in the high magnification views to the right. Size bar = 50μm. (**B**) Analysis of co-expression of beta-galactosidase and αSMA as a marker for VSMC in *Notch3*^*-/-*^ heart sections. The arrows denote co-expression of beta-galactosidase and aSMA (appearing as yellow cells by the merged green and red signals). Size bar = 20μm. (**C**) Analysis of co-expression of beta-galactosidase and CD31 as a marker for endothelial cells in *Notch3*^*-/-*^ heart sections. The arrows denote beta-galactosidase-positive cells (green) adjacent to endothelial cells (red) in a blood vessel. Size bar = 50 μm. (**D**) Analysis of single cell transcriptomic data from adult mouse heart from the *Tabula Muris Senis* database (https://tabula-muris-senis.ds.czbiohub.org/). Expression of the *Notch3* (left) and *Titin* (*Ttn*) genes in UMAP projections of adult mouse heart cells is shown (high expression in purple/blue; low expression in green). The distributions of smooth muscle cells (SMC), valve cells and arterial and ventricular cardiomyocytes are encircled in the figure.

In contrast to the lack of Notch3 expression in cardiomyocytes, Notch3 was expressed in the VSMC of the heart vasculature: co-staining for beta-galactosidase and the VSMC marker alpha-smooth muscle actin (αSMA; gene name *Acta2*) demonstrated extensive co-expression of Notch3 and αSMA at the rim of blood vessels (Fig. 5B). Furthermore, beta-galactosidase staining was adjacent to, but not overlapping with cells expressing CD31, a marker for endothelial cells (Fig. 5C), in keeping with expression in VSMC. To corroborate these findings, we next analysed the distribution of *Notch3* mRNA expression in different cell types in the Tabula Muris gene expression atlas^48^. *Notch3* expression was predominantly observed in smooth muscle cells and valve cells, while expression was negligible in cardiomyocytes (Fig. 5D). As a control, expression of *Ttn* (Titin), a cardiomyocyte marker, was largely confined to cardiomyocytes (Fig. 5D).

As *Notch3*-deficiency can lead to structural changes in the vasculature^15^, we next assessed whether blood vessel morphology was altered in the *Notch3*^*-/-*^ hearts. Several vessels were more dilated in the *Notch3*^*-/-*^ hearts (Fig. 6A), while there was no difference in the density of the vasculature, as judged by CD31 expression per area (Fig. 6B). The number of arterioles per area was however reduced in the *Notch3*^*-/-*^ hearts (Fig. 6C). In conclusion, *Notch3* is expressed in VSMC but not cardiomyocytes in the heart, and loss of Notch3 is associated with morphological changes in the cardiac vasculature.

**Figure 6:**
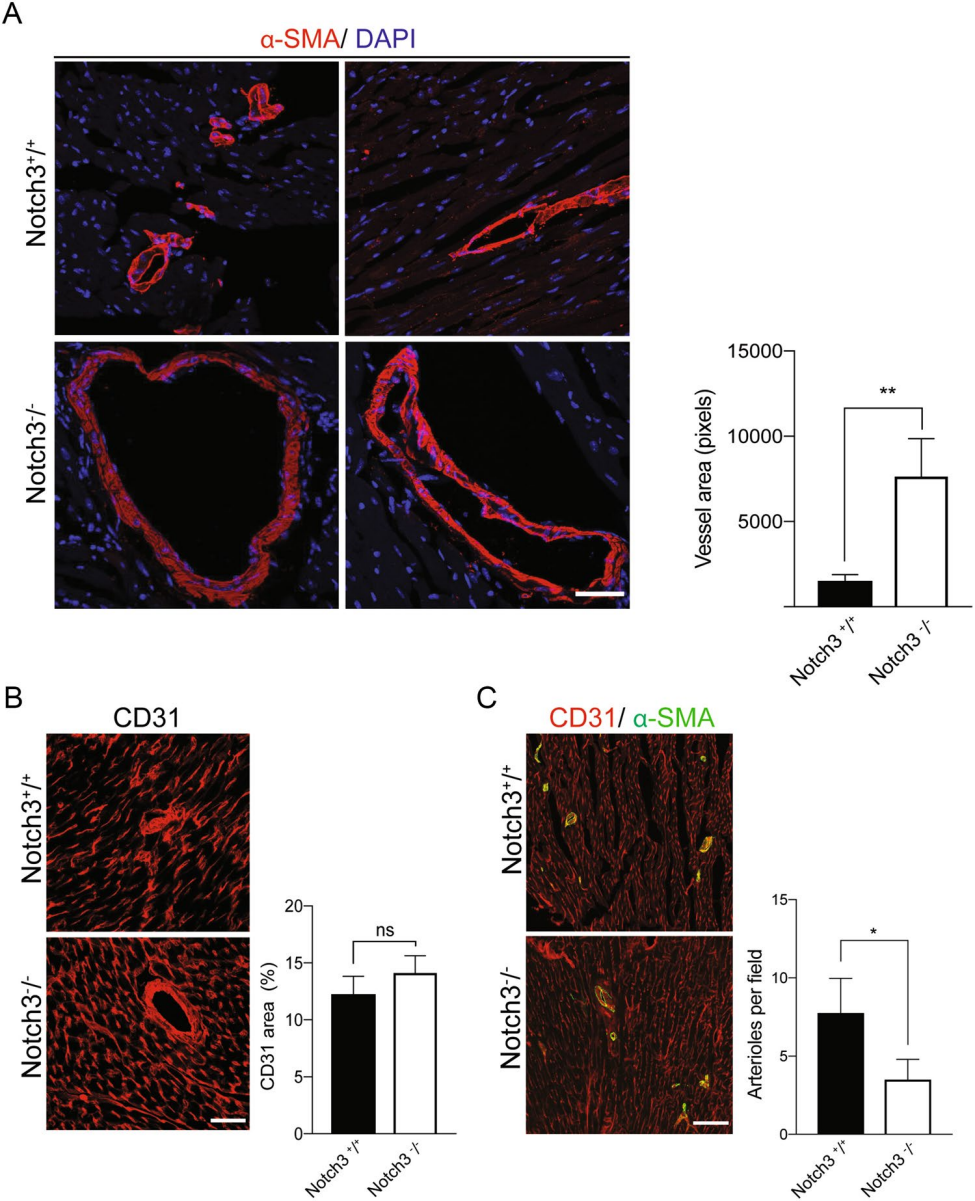
*Notch3*-deficiency leads to structural changes in the vasculature. (**A**) Examples of vessel dilation in the *Notch3*^*-/-*^ heart. Size bar = 50 μm. (**B**) CD31-staining in sections from the hearts of control and *Notch3*^*-/-*^ mice. To the right, the quantification of the CD31-staining area is presented. N = 3 mice and a minimum of 2 fields per image for each mouse were used for quantification. Size bar = 100 μm. (**C**) Analysis of αSMA (marking arteriolar VSMC) and CD31 (marking endothelial cell) staining in sections from the hearts of control (*Notch3*^+*/*+^) and *Notch3*^*-/-*^ mice. To the right, the quantification of arterioles per field is presented. N = 3 mice and a minimum of 2 fields per image for each mouse were used for quantification. The mice used for these experiments were 10–14 months old. Size bar = 100 μm. *p < 0.05, **p < 0.01, ns = non-significant.

### ***Pdgfb***^***ret/ret***^ mice exhibit left ventricular hypertrophy

*Platelet-derived growth factor receptor beta (Pdgfrb)* is important for pericyte function^49^. *Pdgfrb* is also a Notch downstream target gene^12,50^ and there were trends towards downregulation of both *Pdgfrb* mRNA and protein expression in *Notch3*^*-/-*^ hearts (Fig. 7A,B). As *Pdgfrb*, like *Notch3*, was expressed in SMC and valve cells in the heart but not in cardiomyocytes (Fig. 7C), we decided to explore whether perturbed signalling via the PDGFRB receptor led to a heart phenotype. To this end, we used the PDGFB retention (*Pdgfb*^*ret/ret*^) mouse model, which produces a truncated PDGFB ligand^51^ and has been extensively used as a tool to explore perturbed PDGF signalling in the vasculature^49,52^. Like the *Notch3*^*-/-*^ mice, the *Pdgfb*^*ret/ret*^ mice exhibited enlarged hearts (Fig. 7D), accompanied by left ventricular hypertrophy (Fig. 7E,F). The *Pdgfb*^*ret/ret*^ mice however differed from the *Notch3*^*-/-*^ mice in terms of lipid accumulation in the liver; the BODIPY 493/503 staining area was not altered in the *Pdgfb*^*ret/ret*^ mice (Fig. 7G). In conclusion, the *Pdgfb*^*ret/ret*^ mouse exhibits left ventricular hypertrophy similar to what is observed in the *Notch3*^*-/-*^ mice, but the two mouse models differ with regard to lipid accumulation in the liver.

**Figure 7:**
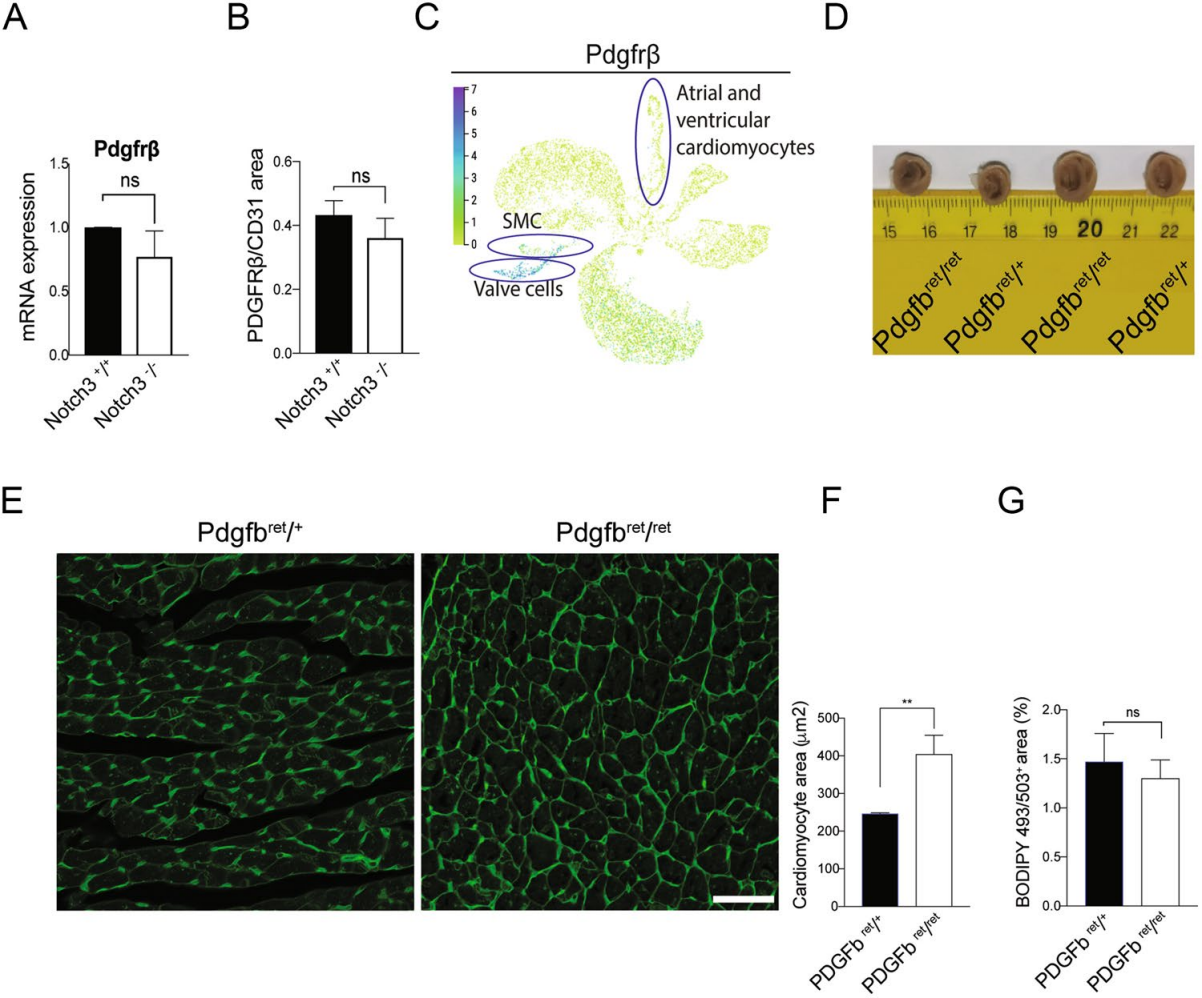
Reduced PDGF signalling causes left ventricular hypertrophy. (**A**) Expression of the Notch downstream gene *Pdgfrb*. N = 3 mice per genotype were analysed. (**B**) Immunohistochemistry analysis of PDGFRb staining over CD31 area. N = 3 mice per genotype were analysed. (**C**) Analysis of single cell transcriptomic data from adult mouse heart from the *Tabula Muris Senis* database (https://tabula-muris-senis.ds.czbiohub.org/). Expression of the *Pdgfrb* gene in heart tissue of adult wildtype mice. (**D**) The size of the hearts in control (*Pdgfb*^*ret/*+^) and *Pdgfb*^*ret/ret*^ mice. (**E**) WGA staining of heart cross-sections from control and *Pdgfb*^*ret/ret*^ mice. (**F**) Quantification of cardiomyocyte size (from **E**). N = 3 mice per genotype were analysed. (**G**) Quantification of the Bodipy 493/503 results from *Pdgfb*^*ret/ret*^ mice. N = 3 mice per genotype were analysed. Size bar = 50 μm. The mice used for these experiments were 8 months old. **p < 0.01, ns = non-significant.

## Discussion

In this report, we show that *Notch3*^*-/-*^ mice, in addition to the well-established progressive loss of VSMC in the vasculature^15^, present a heart phenotype: left ventricular hypertrophy, coupled with cardiomyocyte hypertrophy and mild fibrosis. *Notch3* was expressed in VSMC and pericytes of the heart but not in cardiomyocytes, leading us to propose that the effects on the heart are indirect and a consequence of the loss of Notch3 function in the VSMC in the vasculature of the heart or elsewhere in the body. The left ventricular hypertrophy in the *Notch3*^*-/-*^ mice was more profound compared to ablation of CSL in VSMC postnatally^21^, suggesting that the onset of *Notch3*^*-/-*^ hypertrophy may occur at an earlier developmental stage. In keeping with this notion, we observed an increase in cardiomyocyte area and dysregulated CD36 and GLUT1 expression already at two months of age in the *Notch3*^*-/-*^ mice.

To gain insights into the *Notch3*^*-/-*^ heart phenotype, we analysed the expression of genes important for cardiac metabolism, and expression of *PDK4*, which is involved in fatty acid uptake, and *GLUT1*, responsible for glycolysis, was down- and up-regulated, respectively. This may indicate that the *Notch3*^*-/-*^ heart switches from oxidative phosphorylation towards a more glycolytic metabolism. The adult heart uses mostly fatty acids as energy source, with fatty acids from the blood transported through endothelial cells into the heart^53^. However, when diseased or injured, the heart reverts to a glycolytic metabolism, which is otherwise observed at embryonic stages^35,36^; for review see^37^. The observed switch towards a glycolytic metabolism in the *Notch3*^*-/-*^ hearts may therefore be a consequence of the left ventricular hypertrophy. Alternatively, *Notch3* deletion and the subsequent loss of VSMC may in some way lead to a more systemic lowering of lipid levels in the vasculature, forcing a switch to higher glucose uptake and a glycolytic metabolism. The latter notion is supported by the lower lipid content in the livers of *Notch3*^*-/-*^ mice. It is also interesting to note that when Notch signalling was abrogated in the endothelium through deletion of the CSL gene in endothelial cells, this resulted in left ventricular hypertrophy and metabolic remodelling of the heart with disturbed fatty acid transport across the vessel wall and higher glucose uptake^54^. An intriguing possibility is therefore that some of the secondary effects from loss of Notch3 function in the VSMC occur in the nearby endothelial cells, leading to reduced uptake of fatty acids, but to address this idea will require further experimentation.

Conceptually, how dysregulated Notch signalling in mural cells affects cardiomyocyte function could either be explained by specific effects on vasculature in the heart or by a more systemic effect on the arterial tree. In support of a first “cardio autonomous” model, we noted that the number of arterioles per area was reduced in the *Notch3*^*-/-*^ hearts, in keeping with two previous reports using a different Notch3 knockout model^21,55^, while the overall density of the vasculature was not changed. Interestingly, ablation of CSL in endothelial cells in contrast resulted in an increased density of the heart vasculature^54^. Whether the decrease in number of arterioles in the *Notch3*^*-/-*^ hearts contributes to the left ventricular hypertrophy remains to be explored. Alternatively, a “non-cardio autonomous” model would posit that more global changes to the vasculature would lead to systemic effects, presumably through hemodynamic mechanisms, thereby negatively impacting cardiomyocytes of the heart. The best-known example of this would be left ventricular hypertrophy resulting from chronic hypertension^25^, which is unlikely the cause of left ventricular hypertrophy in *Notch3*^*-/-*^ mice, as they have a normal blood pressure unless subjected to angiotensin-II^21^. *Notch3*^*-/-*^ mice have however been shown to exhibit deficiencies in the vascular tone of cerebral, renal, and tail resistance arteries^56,57^, and it is possible that a more general defect in VSMC contractility in resistance arteries would require compensatory hemodynamic mechanisms of the heart to overcome the chronic pressure overload in the *Notch3*^*-/-*^ mice. A compensatory increase in heart rate and/or stroke volume could contribute to the cardiac remodeling seen in the *Notch3*^*-/-*^ mice and would be in line with the observed increase in the interval between Z-lines in the sarcomeres and elevated *Nppb* expression in the *Notch3*^*-/-*^ mice. Further studies are however required to understand whether local and/or systemic effects on the vasculature contribute to molecular and morphological changes in *Notch3*-deficient hearts. Irrespective of the nature of the link between perturbed vascular Notch signalling and a heart phenotype, an indirect effect from the vasculature on the cardiomyocytes may explain why heart problems were observed as a side effect of clinical trials using blocking antibodies to Dll4, a Notch ligand expressed predominantly in endothelial cells^58,59^.

The notion, based on analysis of the *Notch3*^*-/-*^ mice, that impairment of the heart can be an indirect result of genetic perturbations primarily the vasculature was corroborated by observations from the *Pdgfb*^*ret/ret*^ mice. The *Pdgfb*^*ret/ret*^ mice have reduced PDGF signalling because the truncated PDGF-B ligand lacking the retention motif is more diffusible, leading to lower local PDGF-B concentration around PDGF-B producing endothelial cells^51^ and, consequently, less stimulation of neighbouring PDGFRβ–positive VSMC and pericytes. It is noteworthy that the heart phenotype in the *Pdgfb*^*ret/ret*^ mice was partly similar to the *Notch3*^*-/-*^ phenotype, i.e., both models exhibit left ventricular and cardiomyocyte hypertrophy, although the *Pdgfb*^*ret/ret*^ mice did not show a reduced lipid content in the liver. The similarity in heart phenotypes underscores that primary effects in mural cells can indirectly affect cardiomyocytes, and it is also possible that some of the effects observed in the *Notch3*^*-/-*^ mice may in fact be attributed to reduced *Pdgfrb* expression, as a small decrease in *Pdgfrb* mRNA and protein expression was noted in the *Notch3*^*-/-*^ mice. In conclusion, we provide evidence from analysis of mouse models with disturbed Notch and PDGF signalling that a primary perturbation in VSMC and pericytes is sufficient to cause a heart phenotype. To gain further insights into the interplay between the VSMC and pericytes and cardiomyocyte function will be important to explore new therapeutic strategies for heart disease caused by primary vascular impairment.

## Methods

### Mice

The *Notch3*^*-/-*^ mice (C57BL/6J background) were maintained at the Department of Comparative Medicine (KMA), Karolinska Institutet (Stockholm, Sweden). The *Pdgfb*^*ret/ret*^ mice were maintained at the Rudbeck Laboratory, Uppsala University, Sweden. The mice were provided with water and food ad libitum, were maintained in a 12 h light/dark cycle, and housed in enriched cages. All experimental animal procedures were performed in accordance with local regulations and rules and according to ARRIVE guidelines. All animal experiments were approved by the Stockholm’s North (the *Notch3*^*-/-*^ mice) and Uppsala (the *Pdgfb*^*ret/ret*^ mice) Ethical Committees for Animal Research (Ethical permit No 5253–2019 and 5.8.18–03,029/2020 respectively). Mice used in this study were 6–14 months old as indicated in the figure legends, except for Supplementary Fig. 1E-G, where 2 weeks and 2 months old mice were used.

### Histology

For the hematoxylin and eosin (HE) staining, mice were anesthetized and transcardially perfused with Hanks buffered salt solution (HBSS) followed by a solution of 4% formaldehyde in phosphate buffered saline (PBS). Tissues were post fixed in 4% formaldehyde for 4 h at 4 °C and transferred to 70% ethanol solution. After sectioning (4 μm sections), HE staining was performed as follows: The slides were baked for 40–60 min at 60 °C followed by deparaffinization in Xylene (Solveco) for 5 min (2 times) and rehydrated in absolute ethanol for 3–5 min (2 times), 95% ethanol for 2 min, 70% ethanol for 2 min. The slides were then rinsed with warm distilled running water for 2 min. The nuclear staining was performed using Mayer Hematoxylin (Histolab) for 10 min at room temperature (RT). The slides were then rinsed with warm distilled running water for 10–15 min followed by the cytoplasm staining (Eosin, Histolab) for 3 min at RT. After wash with warm distilled running water for 10–15 min, rehydration was performed (70% ethanol: 30 s, 95% ethanol: 2 min, Absolute ethanol: 3-5min for two times followed by two steps in Xylene for 5 min each. The slides were mounted with Pertex (Histolab).

For the Oil Red O staining, mice were euthanized, the organs removed and immediately fresh frozen and embedded in OCT (Scigene). 10 μm cryosections were left at RT for 15 min. Slides then were fixed with 4% PFA (Solveco) for 1 min. The slides were then rinsed with running tap water for 2 min followed by ORO staining (Histolab) for 3 min at RT. After 1 wash with running tap water for 2 min, slides were mounted with aqueous mounting medium (Mount it, Vector).

For the Masson’s staining, embedded paraffin blocks were sectioned to 4µm sections and Modified Masson's Trichrome Stain Kit (Sigma Aldrich) was applied according to the manufacturer’s instructions. Images of HE and Oil Red O staining and Masson’s staining were taken with the Olympus IX73 Microscope.

### Immunohistochemistry

Adult mice of both sexes (8–10 months) were euthanised and the heart, lung and liver were removed. Organs were postfixed with 4% buffered formaldehyde (Histolab Products AB) for 4 h at RT, washed in PBS and immersed in 30% sucrose/PBS solution until sinking. Organs were mounted for cryosectioning in OCT (Scigen). Cryosections (14µm) were stored at− 80 °C until further use. Cryosections were thawed at RT for 15 min then washed quickly in PBS, dried and a hydrophobic barrier was created using ImmedgeTM Hydrophobic Barrier Pen (Vector Laboratory, United States). Sections were then permeabilised in 0,3% Triton X for 10 min, washed in PBS and blocked for one hour at RT with Serum-Free Protein Block (Dako). Next, the sections were incubated with primary antibody solution at 4°C overnight, followed by 3 washes in PBS and finally secondary antibody solution for one hour at RT. For nuclear staining, sections were incubated with DAPI (Invitrogen) before mounting in ProLong Gold Antifade (Life Technologies). Antibodies were diluted in 0.5% bovine serum albumin, 0.1% Triton X-100 in PBS. All primary and secondary antibodies are described in Supplemental Table 4. Specimens were analysed using a Leica TCS SP8 confocal microscope (Leica Microsystems). All confocal images are represented as maximum intensity projections unless stated otherwise. Image analysis was carried out using Image J (NIH) software.

### Wheat germ agglutinin staining

Wheat germ agglutinin staining (WGA) was carried out as follows: Heart tissue was harvested from the mouse and post fixed with 4% buffered formaldehyde (Histolab Products AB) for 4 h at 4°C. The tissue was then immersed in a 30% sucrose solution at 4 °C until sinking. Subsequently, the tissue was embedded in OCT (Scigen) and stored at − 80 °C in Tissue-Tek cryomold (Sakura) until use. Frozen blocks were then cut into 10 μm sections and stored at -80 °C. Frozen sections were allowed to equilibrate at RT for 15 min and then washed in PBS for 5 min. The 1.0 mg/mL WGA conjugate (W11261, Thermo Fisher) stock solution was diluted into 20ug/ml with PBS and heart sections were incubated with WGA for 20 min, at RT in the dark. After 3 washes in PBS, the heart sections were incubated with DAPI (Invitrogen) for 5 min, at RT in darkness and washed in PBS for 5 min at RT. The sections were mounted with Prolong Gold antifade reagent (Invitrogen) and kept at 4 °C in darkness until visualisation with confocal microscopy (see above).

### Transmission electron microscopy

The heart tissue was fixed by perfusion using 3% glutaraldehyde and 1% formaldehyde in 0.1M phosphate buffer, pH 7.4. After perfusion, the heart tissue was harvested and allowed to fix at RT prior to storage at + 4 °C. Following fixation, the tissue was washed in 0.1M phosphate buffer and postfixed in 2% osmium tetroxide in 0.1M phosphate buffer at RT for 2 h before stepwise dehydrated in ethanol followed by acetone and finally resin-embedded in LX-112 (Ladd). Ultrathin sections (approximately 80–100 nm) were cut using an EM UC7 ultramicrotome (Leica) and contrasted with uranyl acetate followed by lead citrate. The sections were examined in a Hitachi HT7700 transmission electron microscope (Hitachi High-Technologies) operated at 80 kV and 2xk2x digital images were acquired using a Veleta CCD camera (Olympus Soft Imaging Solutions).

### qPCR analysis

Mice were euthanized, the organs removed and immediately fresh frozen. Frozen tissue from the left ventricle was cut on ice and homogenized in 0.5 ml Trizol (Thermo Fisher Scientific) per 25 mg tissue. Metallic beads are added to the mixture and TissueLyzer (Qiagen) was used with the following setting: 50Hz for 2 min twice with a fast spin in between. 0.1 ml of chloroform per 0.5 ml of Trizol was added, samples were shaken vigorously for 15 s and kept for 10 min at RT and then centrifuged for 5 min at 12,000 × g. The transparent aqueous phase was then transferred to a fresh tube. The RNA was precipitated with 250 μl of isopropanol per 0.5 ml of Trizol used for the initial homogenization. Samples were kept on ice for 1 h and centrifuged for 10 min at 4 °C at 12,000 × g. The pellet was washed once with 75% ethanol by flipping the tube without disturbing the pellet and subsequently centrifuged for 10 min at 12,000 × g (4 °C). The ethanol was removed, and the pellet resuspended in 50 μl of RNAse and DNAse free water (Ambion). RNA was converted to cDNA using the iScript Kit (Biorad) and the qPCR mixture was prepared using the SsoAdvanced Universal SYBR Green Supermix (Biorad). The qPCR primer list is provided in the Supplemental Table 5. qPCR was performed using the Applied Biosystems 7500 Real-Time PCR System (ABI 7500; Applied Biosystems). Relative gene expression was determined using the ΔΔCT method (ΔΔCT = ΔCt sample-Δct control) and fold change expression changes were calculated by normalizing first to *GAPDH* mRNA expression levels, as a housekeeping gene reference. A minimum of three biological replicates (three different animals per genotype) were used. All the graphs and the statistical analysis were produced using Prism Graphpad (ver.8) and differences in mRNA expression levels between samples were analysed using unpaired t-test.

### RNA-seq

The RNA was quantified with Qbit (Invitrogen) and loaded in a 384 well plate for subsequent cDNA conversion using a previously described protocol^60^. Briefly, the RNA undergoes a first-strand conversion in a reaction mixture with SuperScript II reverse transcriptase (Invitrogen), RNase inhibitor (Takara), 5X SuperScript II First-Strand buffer (Invitrogen), DTT (Invitrogen), 5M Betaine (Sigma) MgCl2 (Sigma), and custom locked nucleic acid oligonucleotides. Reverse transcription was performed for 10 cycles followed by inactivation at 70°C for 15 min. The total volume of cDNA was added into PCR master mix containing KAPA HiFi HotStart ReadyMix (KAPA Biosystems) and ISPCR primers. The PCR reaction was performed for 22 cycles. Next, PCR products were purified using SeraMag beads (Sigma Aldrich) and 17% PEG, with the final elution in EB buffer (Qiagen). The library quality and size distribution were checked using a High-Sensitivity DNA chip (Agilent Bioanalyzer). For the library preparation, cDNA samples were mixed with 10mM TAPS-NaOH, 5mM MgCl_2_ pH 8,5, 10% PEG 8K, Tn5 enzyme and water and incubated at 55°C for 6 min. After this step the samples were incubated with 0,2% SDS for 5 min at RT. Then the samples were pooled after enrichment PCR as described by the manufacturer (Illumina) through the use of a dual-index strategy, referred to as index 1 (i7) and index 2 (i5). The sequencing was then performed using a HiSeq 3000 unit at the Single Cell Core Facility (SICOF) at Karolinska Institute (Sweden).

### Bioinformatic analysis

Four and three biological samples of Notch3^+/+^ and Notch3^-/-^ mice, respectively, have been considered for differential gene expression analysis (DEG) and three technical replicates per biological sample were collapsed. 

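The 3 technical libraries of a mouse were compared before they were summed. Only genes with at least 10 expected counts in each library of a mouse were compared, 7957 to 12192 per mouse. Pearson's r of log2 counts, with 1 added, ranged from 0.891 to 0.982 between technical libraries of the same mouse, across genes that are not independent replicates. The chi-square statistic per degree of freedom between the libraries of a mouse, which is 1 when they differ by counting error alone, was lowest in *Notch3*-/- mouse 2, at 2.14, and highest in *Notch3*-/- mouse 3, at 9.08. The technical libraries therefore differed by more than counting error. The smallest and largest library of control mouse 4 held 464390 and 1442650 counts.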

DEG analysis was performed using the DESeq2 package version 1.41.4^61^. Differentially expressed genes between *Notch3*^*-/-*^ and control (*Notch3*^+*/*+^) mice with statistical significance were then identified with a minimum fold change 1.5 and a false discovery rate (FDR) lower than 0.05. Shrunken log fold changes were generated using the adaptive shrinkage estimator ashr^62^. 

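The deposited counts were also run through DESeq2 1.42.0 with ashr 2.2.63, using the summed technical libraries and the thresholds given for the paper's calls. Of the 28735 genes that DESeq2 tested, 17393 received an adjusted p after its independent filtering. With its Wald test and Benjamini-Hochberg adjustment, 523 genes were called, 513 higher and 10 lower in *Notch3*-/- hearts. All 523 are among the 526 genes of Supplemental Table 1. The mean normalized counts of the 526 genes differed from those in the table by a relative difference of at most 4.4e-15. Pearson's r between the shrunken log2 fold changes here and those in the table was 0.999 across the 526 genes, which are not independent replicates. The largest difference between them was 0.997, for *Fah*, which was singled out after its values were seen. *Myh11*, *Cxcl14* and *Gm17276* were among the 10 lower genes, while 6 others (*Gm38218*, *Astn1*, *Mrpl48-ps*, *Sox30*, *4932435O22Rik* and *Gm6472*) did not pass edgeR's expression filter. *Cxcl14* had 215 to 295 counts in control mice and 91, 214 and 174 in *Notch3*-/- mice, and its edgeR log2 fold change was -1.08 (SE 0.28, FDR 0.206 with Benjamini-Hochberg adjustment).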

For the full list of differentially expressed genes (DEG), see Supplemental Table 1. KEGG pathway enrichment and Jensens disease analysis of the differentially expressed genes were carried out using ShinyGO v0.77 (http://bioinformatics.sdstate.edu/go/) with a FDR cutoff of 0.05 and a minimum pathway size of 10^64^. Data tables with pathway enrichment values, gene information and GO terms were downloaded directly from the website.

### Image analysis

For all histology, immunofluorescence and area images (Figs. 1D, 1F, 2A, 4B, 4C, 6B, 6C, 7F, 7G) a minimum of two/ three animals per genotype were used and three/four pictures were randomly taken and analysed. Briefly, the colour channel was split and converted into 8-bit greyscale in Image J (NIH) and subjected to automatic threshold using the Li method. Regions of interest were drawn and % threshold value of the indicated marker was used (Figs. 4B, 4C, 6B, 6C, 7G). For the cardiomyocyte area measurement, the cells per field were counted and the cross area was measured with ImageJ software (Figs. 2A, 7F). For Fig. 1F, random measurements of the left ventricle wall were made. All the graphs and the statistical analysis were performed using GraphPad Prism (ver.8) and unpaired t-test.

#### Analysis of Tabula Muris

The data in Figs. 5D and 7G were obtained from https://tabula-muris-senis.ds.czbiohub.org/ by selecting the FACS method for *heart* tissue and searching for the gene of interest.

### Supplementary Information

Supplementary Figures.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

## Data Availability

The transcriptomic data have been uploaded at Gene Expression Omnibus (GEO) with Accession Number GSE237040.

# Supplementary material for: Left ventricular hypertrophy and metabolic resetting in the Notch3-deficient adult mouse heart
**Source:** Sci Rep. 2023 Sep 12;13:15022. doi: 10.1038/s41598-023-42010-7
**Supplement:** Supplementary file 1 — Supplementary Figures.

## **Supplemental Information**

### **Left ventricular hypertrophy and metabolic resetting in the *Notch3*-deficient adult mouse heart**

Francesca Del Gaudio, Dongli Liu, Maarja Andaloussi Mäe, Eike-Benjamin Braune, Emil M. Hansson, Qing-Dong Wang, Christer Betsholtz, Urban Lendahl

Supplemental Figure 1

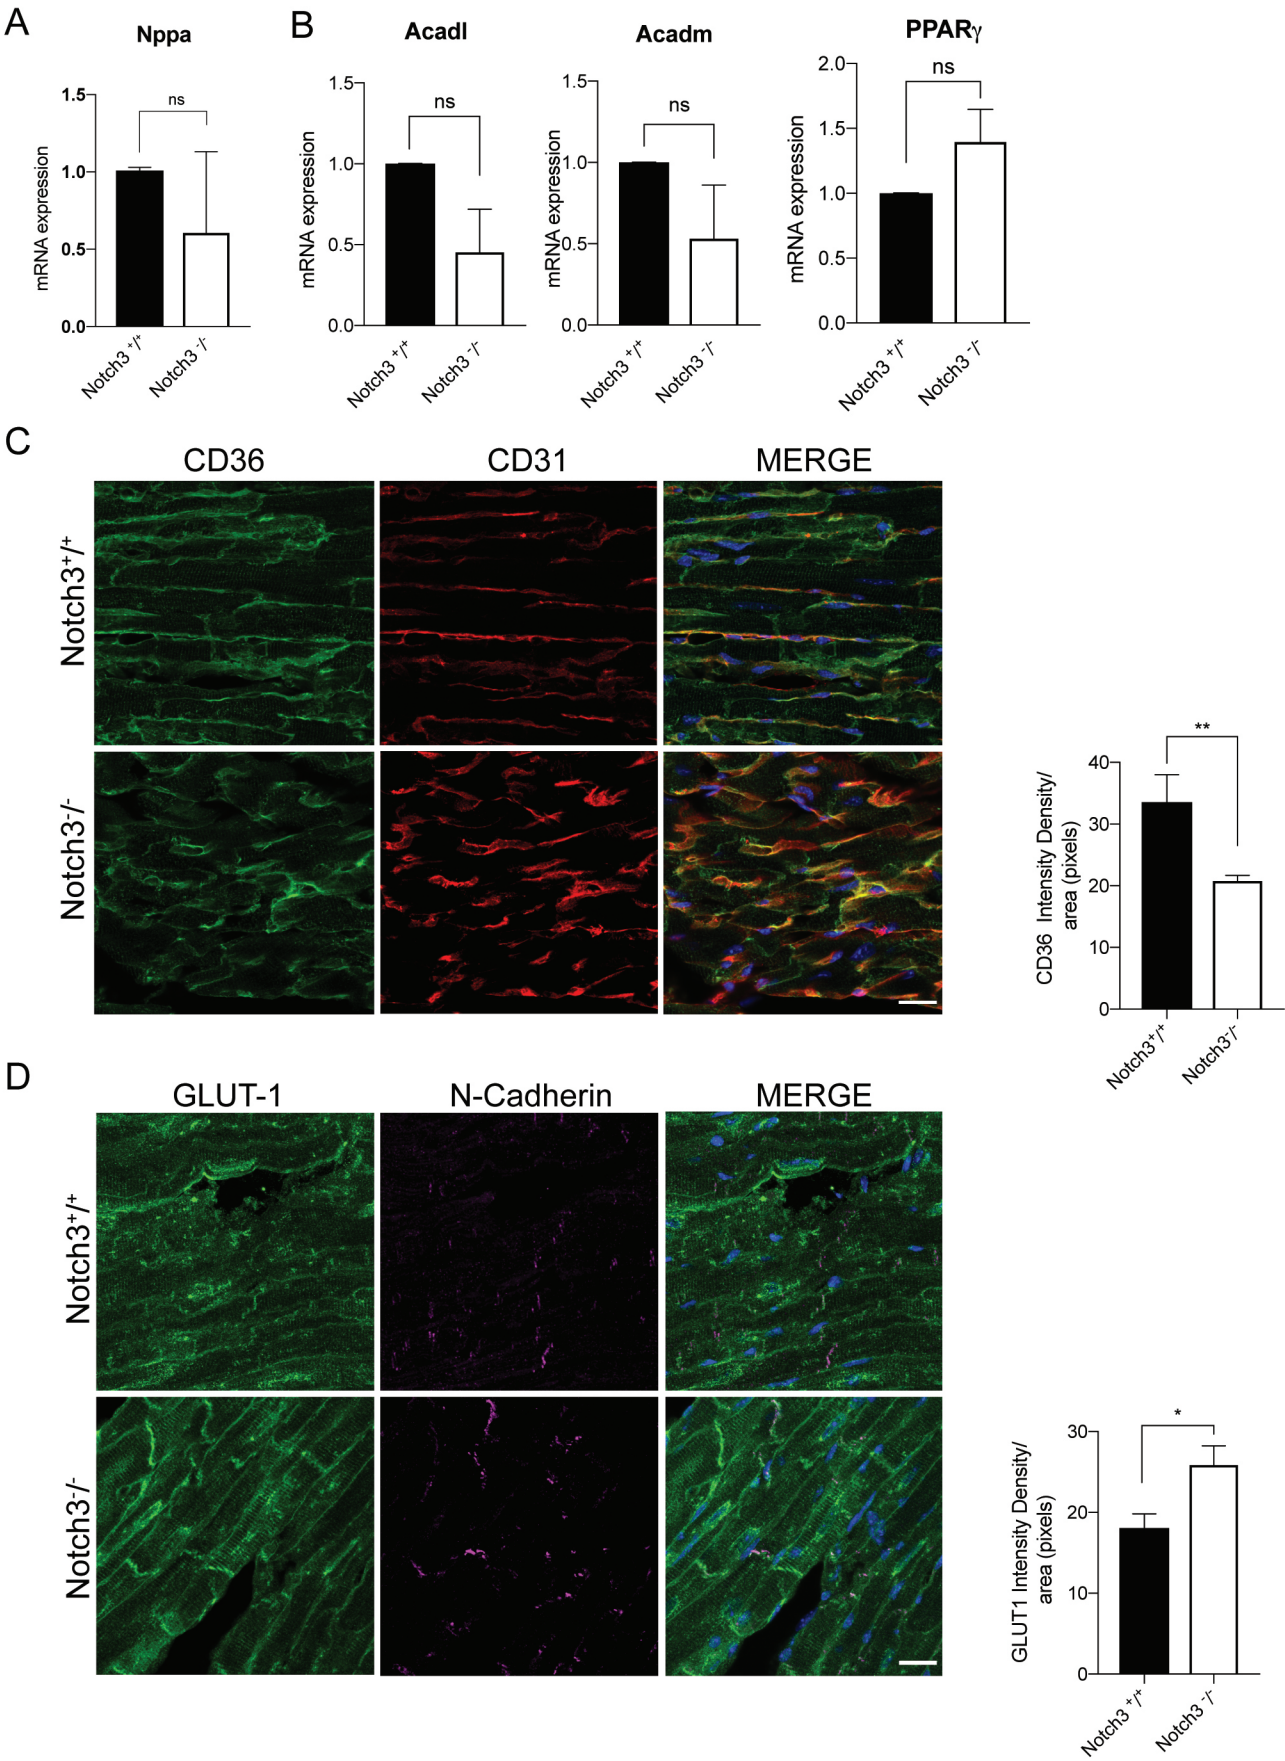

E

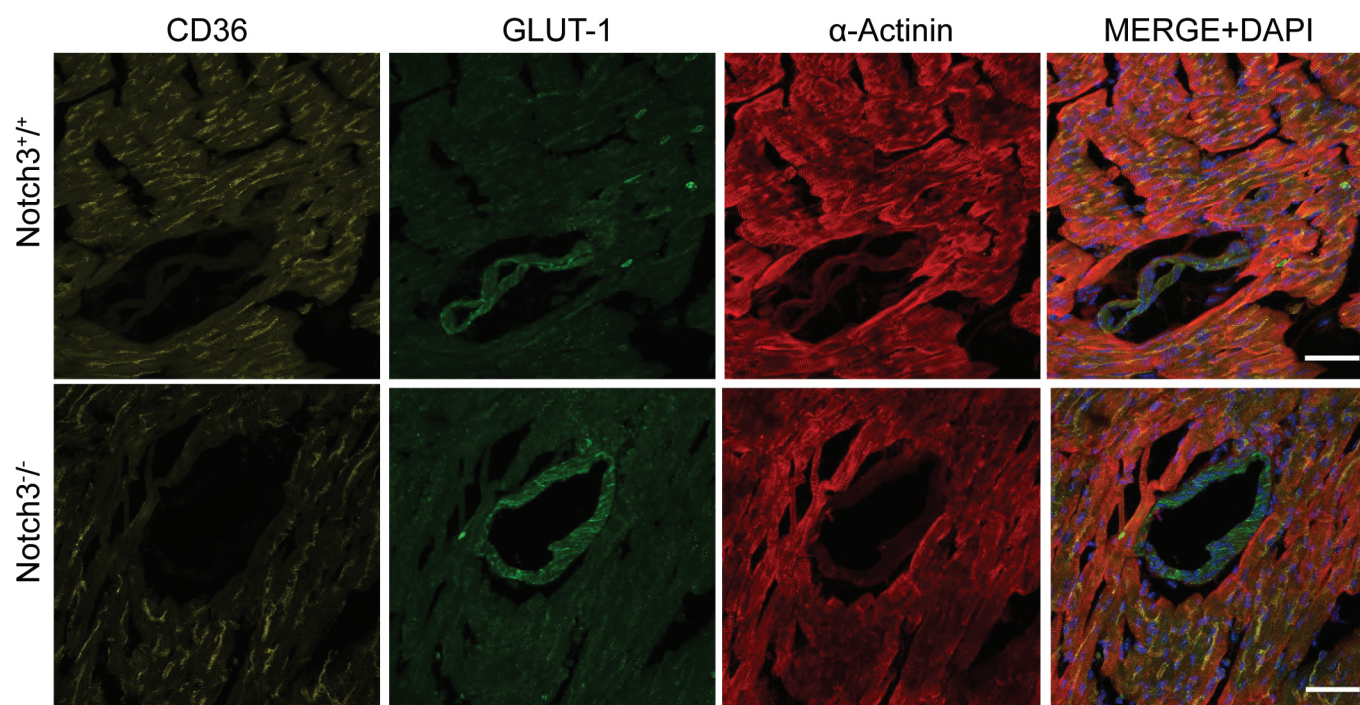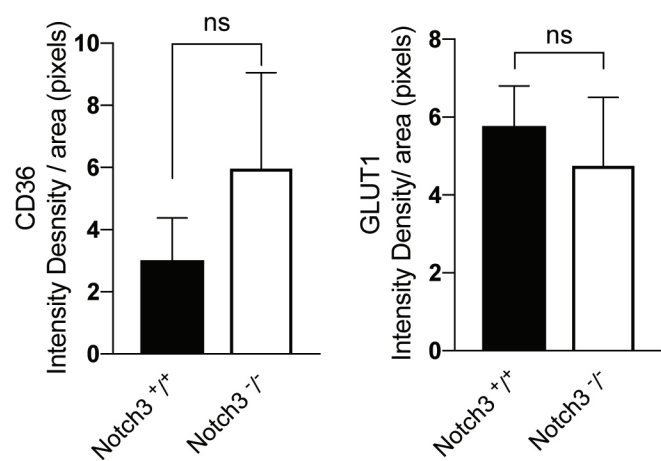

F

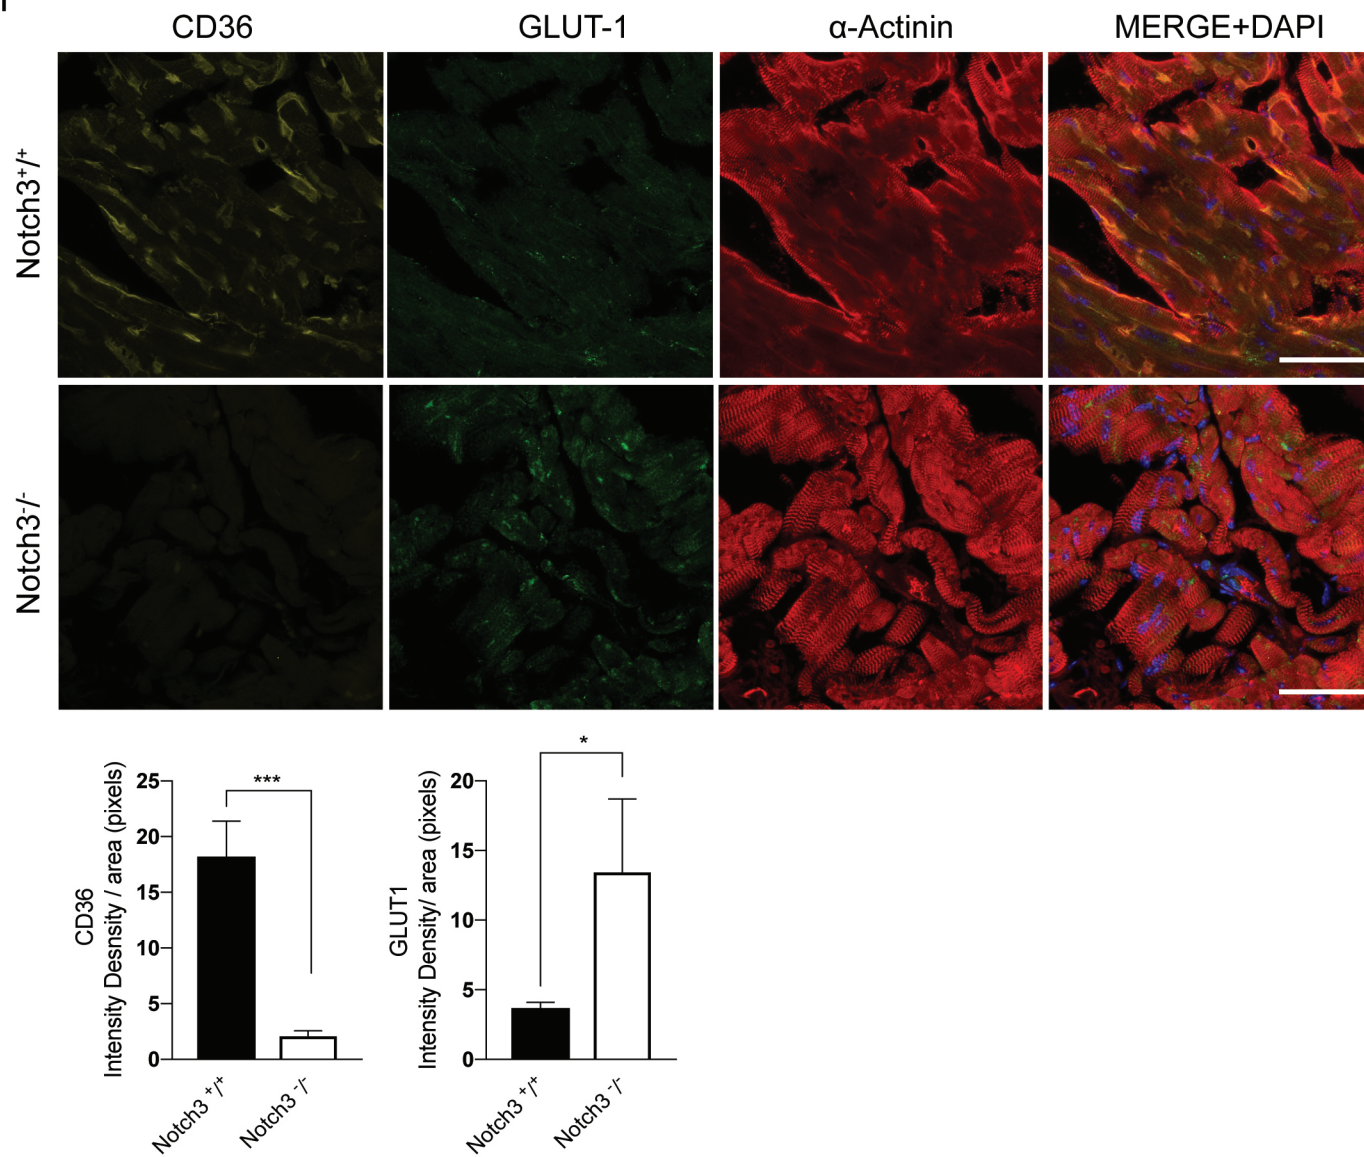

G

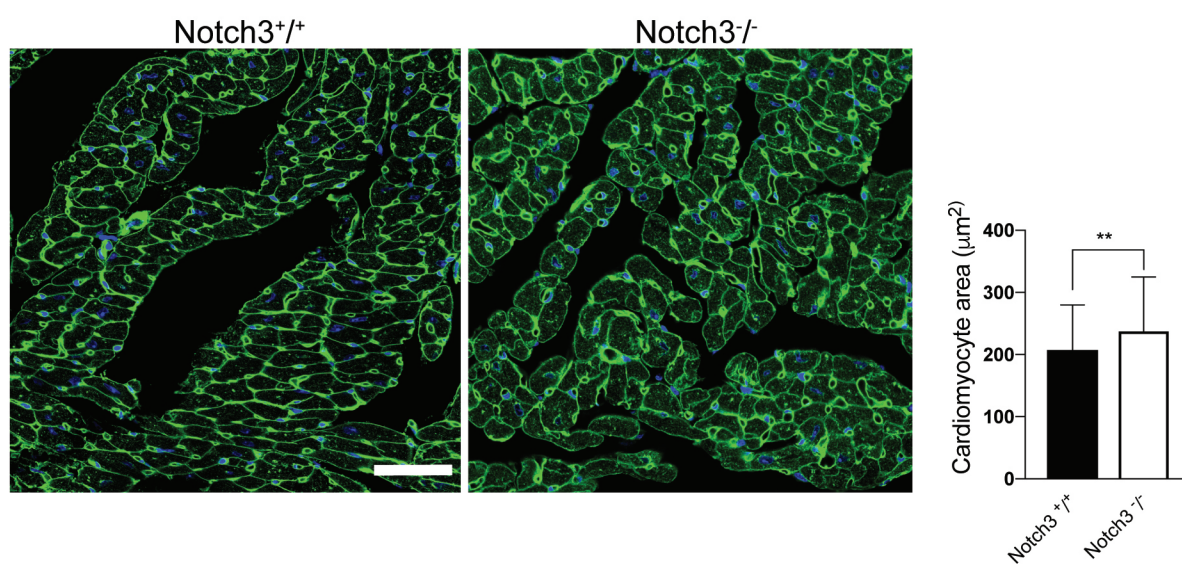

H

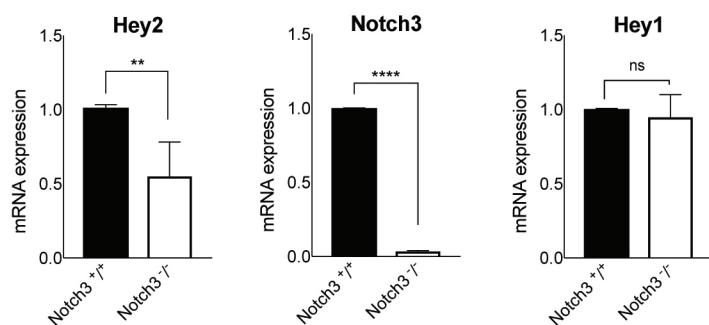

**Supplemental Figure 1:**

Expression of the Atrial natriuretic peptide gene (NppA) (A) and the acyl-CoA dehydrogenase long and medium chain (Acadl, Acadm) as well as the proliferation-activated receptor-gamma (PPAR  $\gamma$ ) (B) genes in n=2 control (Notch3<sup>+/+</sup>) and n=2 Notch3<sup>-/-</sup> hearts. Analysis of CD36 (C) and GLUT1 (D) distribution by immunohistochemistry in n=4 control and n=4 Notch3<sup>-/-</sup> heart sections and quantification (right panel). Size bar = 20  $\mu$ m. The mice used for these experiments were 10-14 months old. (E) Analysis of CD36 and GLUT1 distribution by immunohistochemistry in n=3 control and n=3 Notch3<sup>-/-</sup> heart sections and quantification (lower panel). One mouse of each genotype was analysed. The mice used for this experiment were two weeks old. Size bar = 50  $\mu$ m (F) Analysis of CD36 and GLUT1 distribution by immunohistochemistry in n=3 control and n=3 Notch3<sup>-/-</sup> heart sections and quantification (lower panel). One mouse of each genotype was analysed. The mice used for this experiment were two months old. Size bar = 50  $\mu$ m (G) Wheat germ agglutinate (WGA) (green) and DAPI (blue) staining of heart cross-sections from control (Notch3<sup>+/+</sup>) and Notch3<sup>-/-</sup> mice at two months of age. To the right, quantification of cardiomyocyte size from n=3 control and n=3 Notch3<sup>-/-</sup> heart sections. One mouse of each genotype was analysed. Size bar = 50  $\mu$ m. (H) Expression of the Hey2, Notch3 and Hey1 genes in n=3 control and n=3 Notch3<sup>-/-</sup> hearts. The mice used for these experiments were 10-14 months old. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, ns = non-significant.

Supplemental Figure 2

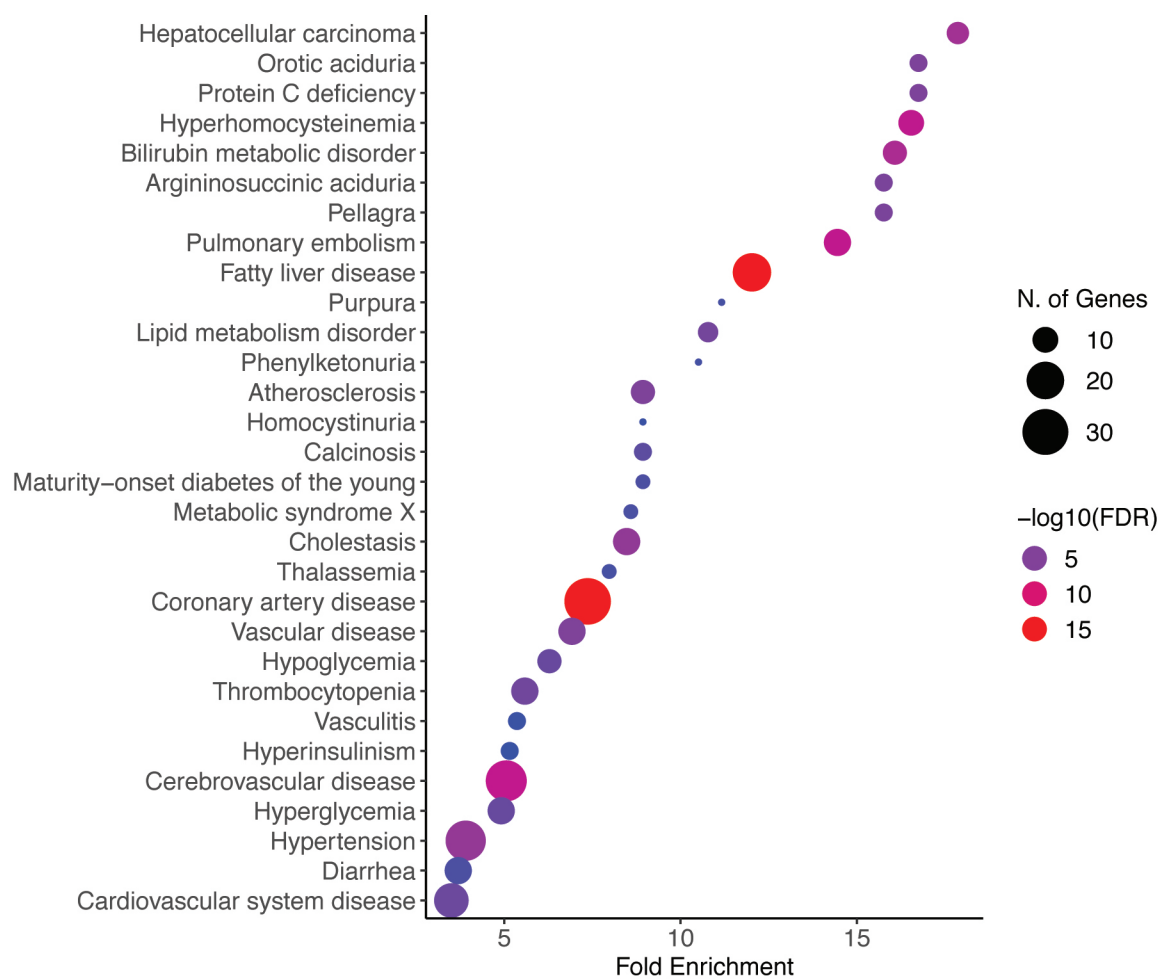

**Supplemental Figure 2:**  
Barplot for Jensen disease pathway analysis, generated used the DEG from the comparison of Notch3<sup>-/-</sup> versus control (Notch3<sup>+/+</sup>) heart transcriptomes.

### Supplemental Figure 3

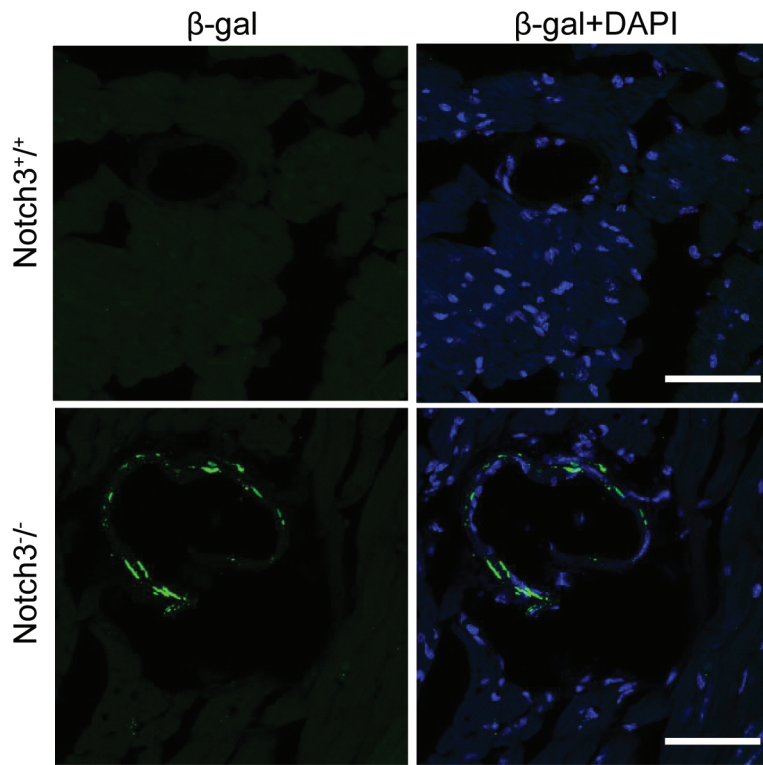

#### Supplemental Figure 3:

Expression of beta-galactosidase ( $\beta$ -gal; as a proxy for Notch3) in sections from Notch3<sup>-/-</sup> hearts (lower panel) but not from wildtype (upper panel) mice. The mice used for these experiments were 10-14 months old. Size bar = 50  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

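Bulk RNA-sequencing of hearts from 4 control (*Notch3*+*/*+) mice and 3 *Notch3*-/- mice aged 10 to 14 months was re-analysed, with 3 technical libraries per mouse and 21 libraries in all. Genotypes, mouse labels and technical replicate numbers were taken from the sample labels, and the age range from the legend of Fig. 4B. The sex of each sequenced mouse is not given. The unit of the deposited values is counts, whole numbers of reads per gene that the authors did not normalize. The table holds 46609 lines, 46517 for Ensembl genes and 92 for ERCC spike-in sequences, which had 34 counts in all libraries together and were left out. No column was left out. In GENCODE vM21 (GRCm38) 46005 of the gene identifiers were found and 512 were not, and all 46517 entered the analysis. The coordinates and exon lengths come from that annotation, since the paper's text names no genome build for these data.

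Counts of the 3 technical libraries were summed, so that the mouse was the unit. The totals were 3091461, 4638786, 4208205 and 3046326 in control mice 1 to 4 (median 3649833) and 3828763, 5167869 and 5086740 in *Notch3*-/- mice 1 to 3 (median 5086740). The reads were amplified by PCR and carry no molecular identifiers, so intervals and the bounds computed from a floor of 3 counts cover counting error only. Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using filterByExpr, TMM factors and the quasi-likelihood F-test with genotype as the only term. Genes with a Benjamini-Hochberg FDR lower than 0.05 and a fold change of at least 1.5, the thresholds of the paper, were called. The paper used DESeq2, which was run as an alternative (DESeq2 1.42.0, ashr 2.2.63). Log2 CPM were computed with a prior count of 2, and errors are SD unless SE is given.

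Gene lists for cell types, organs and pathways were written before the counts were seen, 28 in all. The hepatocyte list was chosen because the paper reports liver terms for these libraries, so it is not independent of them. The sex-linked list was only described. The other 27 were for testing, and 21 of them had at least 2 genes that passed the expression filter. These were tested with cameraPR in limma 3.58.1, two-sided, on signed statistics from the edgeR fit, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. The value of a list is the median log2 fold change of its tested genes, and its level in a mouse is the median log2 difference from the control mean. No gene belongs to more than 1 list. Levels of 5 lists were also compared between genotypes by a two-sided exact permutation test over the 35 ways to divide 7 mice into 4 and 3. The genes named in the text follow a rule set beforehand. They are the genes the paper names, the called genes with the largest changes, the genes Supplemental Table 2 lists for 4 metabolic pathways, members of the lists and the 10 genes Supplemental Table 1 gives as lower. Genes named outside this rule are marked as such. For the cell holding the genes of metabolic pathways in general, Supplemental Table 2 is cut short, so these were not tested as a set.

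The alternatives were set before the data were examined. They cover DESeq2, RLE factors, TMM factors computed without the liver-related genes, every gene with at least 1 count, genes with at least 10 counts in every mouse, each mouse left out, the mice labelled k only, a hepatocyte score as a covariate, limma-voom on the 7 mice and on the 21 libraries, each technical library alone, counts thinned to the smallest mouse total, no fold threshold, a test against a fold change of 1.5, fry and an inter-gene correlation of 0.05. In limma-voom on 21 libraries the mouse was a random effect, with a consensus correlation of 0.152.

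The pipeline was tested on simulated data with 200 changed genes among mice of the same numbers. EdgeR recovered 179 of them (89.5%) with 11 unchanged genes called, and DESeq2 recovered 177 (88.5%) with 3 unchanged genes called. With every gene in edgeR 176 (88.0%) were recovered, with limma-voom on the 7 mice 178 (89.0%), and on 21 libraries 177 (88.5%). All recovered genes had the right direction. Only genes over 10 CPM in control mice were changed, by the same amount in every *Notch3*-/- mouse. The spread between mice was taken from the control mice, libraries of a mouse differed by counting error alone, and no count ceiling was set. The recovery therefore gives no power for genes that rise in only some *Notch3*-/- mice or had few counts in control mice.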

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

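The tests of the liver signal for traces between mice, for single libraries of *Notch3*-/- mouse 3 and for loss of *Notch3* by itself, and the test for skeletal muscle tissue, were chosen after the results were seen.

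In 59 results (lists and named genes), the control mouse farthest from the others was compared with the range of the 4 control mice, and 6 passed Dixon's 95% critical value, where chance gives 2.95. Control mouse 2 stood apart for *Fbp1* (ratio 0.844), *Apoa1* (0.830), the sex-linked list (0.881) and the cholangiocyte list (1). For the cholangiocyte list, and for the small intestine list with control mouse 3 apart (1), the levels of the other 3 control mice coincide at 0, because the median falls on genes without counts in any control mouse (*Cldn4* in the cholangiocyte list). The 36 cholangiocyte counts of control mouse 2 compare with 58, 71 and 58 in control mice 1, 3 and 4, and no cause was tested for this. In the collagen and fibrosis list control mouse 1 stood apart (0.898), with a level of 0.21 against -0.08 to -0.05 in the other 3. Without control mouse 1 the median log2 fold change of that list was 0.54. No cause was tested for it.

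*Fbp1* and *Apoa1* are liver genes, and control mouse 2 had the highest hepatocyte level among control mice, at 1.41. *Xist* had 1128 counts in control mouse 2 and 2 to 25 in the other control mice, and *Ddx3y*, on the Y chromosome, had 4 counts there and 288 to 552 in the others. Genes that female and male livers express at different levels were summed from lists written before their counts were seen. The sums leave out genes that were also counted in hearts without the liver signal: *Cux2*, *Prom1* and *Abcd2* (female-biased), *Gstp1* and *Cyp2u1* (male-biased). They cover 15 of 18 female-biased and 18 of 20 male-biased genes. In control mouse 2 these 18 male-biased genes had 89 counts and the 15 female-biased genes 4, although its *Xist* count is high. This may reflect carry-over from *Notch3*-/- mouse 2, whose liver transcripts are mostly male-biased, and the numbers are small. If control mouse 2 is female, a liver signal of its own would be female-biased. In *Notch3*-/- mouse 3 the hepatocyte level differed by 0.857 (log2) between libraries, with library 3 the highest, and with 1 such mouse carry-over into that library cannot be told apart from a level of the mouse. The sex-linked list itself stood apart because of the same *Xist* and *Ddx3y* counts, and a difference of sex between the control mice stays open as its biological explanation, since the sex of each sequenced mouse is not given.

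Genes of other liver cells were higher in *Notch3*-/- hearts, in data that the paper does not discuss by cell type. For Kupffer cells the median log2 fold change was 1.29 over 3 of 6 genes (FDR 0.00234 from camera, 0.0431 under fry, both with Benjamini-Hochberg adjustment). For liver sinusoidal endothelium it was 1.41 over 4 of 6 genes (FDR 0.00320 from camera, 0.225 under fry, both with Benjamini-Hochberg adjustment). Without *Notch3*-/- mouse 3 these were 4.62 and 3.18. Of the Kupffer genes 1 is in Supplemental Table 1 and none had over 10 CPM in control hearts, while of the sinusoidal genes 3 are in the table and 2 passed that level in controls. The liver stellate cell and cholangiocyte lists were not called, but had their highest level in *Notch3*-/- mouse 2, at 2.06 and 1.02, against at most 0.32 and 0 in control mice.

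Skeletal muscle genes had 225 counts in *Notch3*-/- mouse 2, against 6 to 24 in control mice and 8 and 17 in the other *Notch3*-/- mice. All 8 genes of this list had more counts in *Notch3*-/- mouse 2 than in every control mouse, and all 3 of its libraries had a higher share than every control library. This is consistent with a small amount of skeletal muscle tissue in the heart sample (8 of 8 genes), and expression of these genes by the heart of that mouse was not tested. Small intestine genes had 230 counts in *Notch3*-/- mouse 2, against 1 to 12 in control mice. Of these, 221 were on *Fabp2*, so the rise is that of 1 gene and not of the list. Brown adipocyte genes had 953 counts in *Notch3*-/- mouse 2, against 188 to 297 in control mice, with a higher share in all 3 of its libraries than in every control library. Of these, 742 were on *Elovl3*, against at most 3 in the other mice. *Elovl3* is also among the male-biased liver genes, and *Ucp1* had 2 counts in *Notch3*-/- mouse 2, so brown fat need not be the source.

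In the sums over 15 female-biased and 18 male-biased liver genes, the female-biased genes had 3896 counts in *Notch3*-/- mouse 1 and the male-biased genes 241. In *Notch3*-/- mouse 2 the male-biased genes had 9025 counts and the female-biased genes 361. *Xist* had 1729 counts in *Notch3*-/- mouse 1 and 5 in mouse 2, and *Ddx3y* 1 and 636. Ratios between the mice were taken relative to the hepatocyte list, over all 18 female-biased and 20 male-biased genes. The female-biased genes were higher in *Notch3*-/- mouse 1 than in mouse 2 by a median log2 ratio of 5.42 (17 of 18 genes). The male-biased genes had a ratio of -2.94 (17 of 20 genes higher in mouse 2). A single pool of liver RNA carried into both samples is excluded by these opposite ratios. They are consistent with liver tissue of each mouse's own in its heart sample, which stays a hypothesis, and the same balance would also arise if the heart of each mouse expressed these genes by sex. Loss of *Notch3* by itself cannot be told apart from this with 3 mice: the hepatocyte level of *Notch3*-/- mouse 3 was 1.54, just above the highest control mouse at 1.41 through its library 3 and below that mouse by mean log2 CPM, and 14 of the 30 genes lay above every control mouse in it.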

How the results depend on the processing

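Log2 fold changes and medians below are those of *Notch3*-/- against control hearts, and the cause of a change between settings was not tested unless it is named. The number of calls was 1 with RLE factors, with TMM factors without the genes of Supplemental Table 1 and the hepatocyte list, with at least 10 counts in every mouse, in thinned counts, with limma-voom on the 7 mice, without the fold threshold and in the test against a fold change of 1.5.

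With DESeq2, 523 genes were called (513 higher, 10 lower, 523 shared with Supplemental Table 1). With every gene having at least 1 count in the edgeR fit there were 639 (628 higher, 11 lower, 482 shared), and 354 of these do not pass the expression filter. Of the calls, 98.1% and 98.3% were higher. Across the fits that each left out 1 mouse, the calls ranged from 1 to 936 (0 to 903 higher, 1 to 33 lower, 1 to 495 shared), and the high values came from leaving out *Notch3*-/- mouse 3. In the k-labelled mice alone, 0 genes were called (0 lower, 0 shared), with 949 genes at an unadjusted p lower than 0.05. With the hepatocyte score as a covariate, 0 were called as well (0 lower, 0 shared), with 619 genes at an unadjusted p lower than 0.05. Technical library 1 alone gave 48 calls (47 higher, 46 shared), library 2 gave 39 (37 higher, 2 lower, 38 shared) and library 3 gave 77 (75 higher, 2 lower, 74 shared).

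In limma-voom on the 21 libraries with the mouse as a random effect, 65 genes were called (55 higher, 10 lower, 39 shared). With the technical number as a replicate block there were 62 (51 higher, 11 lower, 37 shared). The technical numbers do not pair libraries of different mice: residuals of libraries with the same number had a median r of -0.01 over 63 pairs (-0.27 to 0.19), against 0.005 over 126 pairs with other numbers, across 11524 genes.

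*Notch3* was lower in every fit. It lost its call in the k-labelled mice (-3.29, FDR 0.206) and with the hepatocyte covariate (-3.38, FDR 0.119), both from edgeR with Benjamini-Hochberg adjustment and with fewer residual degrees of freedom by construction. Its edgeR FDR in the other fits ranged up to 0.0355 after Benjamini-Hochberg adjustment. Leaving out each mouse gave -3.35 to -3.00.

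The hepatocyte list kept its direction in all fits and lost its call with the hepatocyte covariate (0.0079), which removes it by construction, and under fry (7.21). Leaving out each mouse gave 6.11 to 8.60. The fatty acid oxidation list lost its call with the hepatocyte covariate (-0.13) and under fry (-0.27), and leaving out each mouse gave -0.31 to -0.18. Without *Notch3*-/- mouse 2 it was -0.18. The glycolysis list passed the threshold with DESeq2 (-0.14), with every gene having at least 1 count (-0.15) and with technical library 2 alone (-0.17), with an FDR of 0.0367, 0.0446 and 0.0218 from camera with Benjamini-Hochberg adjustment, in a range from 0.00367 to 0.670 over all alternatives. Leaving out each mouse gave -0.18 to -0.12. The vascular smooth muscle list lost its call without control mouse 4 (-0.21) or *Notch3*-/- mouse 3 (-0.25), with technical library 1 (-0.21), 2 (-0.14) or 3 (-0.13) alone and, at -0.22, with an inter-gene correlation of 0.05 and under fry. Leaving out each mouse gave -0.58 to -0.15, with -0.58 without *Notch3*-/- mouse 1. The collagen and fibrosis list lost its call without *Notch3*-/- mouse 3 (0.26), with technical library 1 alone (0.18) and under fry (0.47). Leaving out each mouse gave 0.26 to 0.60, with 0.30 without *Notch3*-/- mouse 2.

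Directions reversed for some named genes, none of which was called in the main edgeR fit. Some were called in other fits. Without *Notch3*-/- mouse 3, *Pdk4* was called (-1.39, FDR 0.00974 from edgeR with Benjamini-Hochberg adjustment). *Cyp2e1*, *Acat2*, *Adh1*, *Fasn* and *Scd1* were called in that fit and with DESeq2. Leaving out each mouse gave -0.21 to 0.041 for *Slc2a1* (0.041 without control mouse 2), -0.068 to 0.24 for *Pparg* (-0.068 without control mouse 3, -0.067 without *Notch3*-/- mouse 3), -0.23 to 0.0028 for *Hey1* (0.0028 without control mouse 3) and -0.31 to 1.29 for *Nppa* (-0.31 without *Notch3*-/- mouse 2). In the k-labelled mice *Slc2a1* was 0.20, *Nppa* -0.18 and *Nppb* -0.19. *Pparg* was -0.19 with technical library 2 alone and *Pdgfrb* 0.079 with library 3 alone. With the hepatocyte covariate *Pdk4* was 0.31, *Myh7* 0.20, *Cyp2e1* -0.033, *Acat2* -0.80, *Adh1* -2.07, *Fasn* -0.86 and *Scd1* -0.52. Of the 30 named genes apart from *Notch3* that were tested, those newly called were 15 with DESeq2, 14 with every gene, 15 without *Notch3*-/- mouse 3, 5 in either fit on 21 libraries, and 4, 3 and 6 with technical libraries 1, 2 and 3.

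The depth limits the liver genes in control hearts, where genes such as *Hnf4a*, *Cyp4a14*, *Cyp4a10*, *G6pc* and *Pklr* had at most 3 counts in every control mouse, so that only bounds can be given. The ceiling on the counts of abundant genes was not undone by thinning, which removes counts after the ceiling has acted.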

Differences from the paper's values

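The paper's Supplemental Table 1 lists 526 differentially expressed genes, 516 higher and 10 lower, against 1, 0 and 1 here with edgeR. With DESeq2, the method the paper names, the counts were 523, 513 and 10. With every gene having at least 1 count in the edgeR fit they were 639, 628 and 11. The number of lower genes was also close in limma-voom on 21 libraries (10, and 11 with the technical number as a replicate block). No other alternative set before the data were examined closed the gap for these numbers. Without *Notch3*-/- mouse 3 the numbers were 936, 903 and 33.

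For *Adh1*, the paper's shrunken log2 fold change is 1.47 and the unshrunken edgeR value here is 3.52. On the paper's scale, shrunken by ashr from DESeq2, it was 1.43. Limma-voom on the 7 mice (2.43), limma-voom on 21 libraries without (2.49) and with the replicate block (2.51), and the fit without *Notch3*-/- mouse 2 (2.71) were also within the paper's error. The other alternatives were not. With DESeq2, 3 genes of Supplemental Table 1 were not called, named after their values were seen. *Fah* had a shrunken log2 fold change of 0.39 against the paper's 1.38. *Pde9a* had 0.56 against the paper's 0.58, under the fold threshold of 1.5, and *Cyp4f15* had 1.70 against the paper's 1.73, with a DESeq2 adjusted p of 0.0500 after Benjamini-Hochberg adjustment.

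The paper reports higher *Tnnt2* and *Myh7* by qPCR, without stating whether in the sequenced hearts. The log2 fold changes in the RNA-sequencing data were -0.28 and -0.45. GLUT1 staining was higher in the paper, while *Slc2a1* changed by -0.09. None of these 3 genes was called. The paper describes a shift towards a glycolytic profile, and the glycolysis and glucose uptake list had a median log2 fold change of -0.13 here. The paper's evidence is qPCR of *Pdk4* and *Cd36*, staining of CD36 and GLUT1, and pathway terms, which this list does not measure. Library depth alone predicted a difference of -0.13 in the mean log2 CPM of the list, against -0.09 observed. The list therefore does not contradict the paper.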

Other observations

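The tests of the liver signal in single libraries and against the summed counts of other organs, of the count ceiling on its own, on ventricular and glycolysis genes, of the share of liver transcripts, and of loss of *Notch3* by itself were chosen after the results were seen.

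For the liver signal, several technical explanations were tested. Of the 30 hepatocyte genes, 30 lay above every control mouse in both *Notch3*-/- mouse 1 and mouse 2. Liver tissue mixed into the samples was predicted beforehand to raise all hepatocyte genes in one ratio between mice, and this was not seen: the SD of the log2 ratio of *Notch3*-/- mouse 2 to mouse 1 was 0.903 over the hepatocyte genes and 0.425 over 3403 other genes of that level. It was 0.941 over the 5 hepatocyte genes under 10% of the count ceiling, so the ceiling does not account for it. The prediction assumed livers of 1 composition, which 2 mice with opposite sex-linked counts need not have, and it therefore leaves mixed-in liver tissue open. Median levels of the kidney and pancreas lists were 0 in every mouse, and that of the intestine list was 0 except in control mouse 3 (-0.13). Most of their genes had few or no counts, so these medians say little about such tissue. Summed counts of the kidney, intestine, pancreas and lung lists in *Notch3*-/- mice 1 and 2 were at most 0.255% of the hepatocyte counts of the same mouse, which argues against these organs as the source of the hepatocyte transcripts. A small amount of such tissue beside it is not excluded. In the 6 libraries of *Notch3*-/- mice 1 and 2 the mean log2 CPM of the hepatocyte list was at least 7.63, against at most 2.74 in a control library, which argues against carry-over into single libraries for these mice. It does not do so for *Notch3*-/- mouse 3. In counts thinned to the smallest mouse total the median log2 fold change was 7.30, which argues against library size. Of the 35 splits of the 7 mice, 2 gave a hepatocyte statistic as large, so the share is not under 0.05. In the other split, control mouse 2 stood with *Notch3*-/- mice 1 and 2. A higher expression of these genes by the heart itself was not tested and stays open.

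With edgeR, 2 of the 35 splits gave as many calls, and the split of control mice 1 and 4 with *Notch3*-/- mouse 2 gave 2 calls. With DESeq2, 2 of the 35 splits gave as many calls, and the split of control mouse 2 with *Notch3*-/- mice 1 and 2 gave 536. With control mouse 1, 3 or 4 in the place of *Notch3*-/- mouse 3, DESeq2 called 494, 413 and 473 genes. As large a set statistic was given by 2 of the 35 splits for fatty acid oxidation, 13 for glycolysis, 4 for vascular smooth muscle and 3 for collagen and fibrosis. For fatty acid oxidation and vascular smooth muscle the largest statistic was that of control mice 1, 2 and 4 against the rest. This split puts both X-labelled mice in 1 group. In the k-labelled mice alone the median log2 fold change was -0.23 for fatty acid oxidation and -0.21 for vascular smooth muscle.

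Counts of abundant genes leveled off. Of 39619 genes with at least 200 exon bases in GENCODE vM21, 0 passed 2 counts per exon base in a library, and the highest value was 1.97. Between the smallest and largest library of control mouse 4, whose totals had a ratio of 3.11, genes under 5% of this ceiling had a median count ratio of 3.74 (5928 genes) and genes over 50% a ratio of 1.34 (11 genes). This is consistent with 1 read kept per start position and strand, which no text states. Over 25% of the ceiling were 11 of the 14 ventricular cardiomyocyte genes and 15 of the 30 hepatocyte genes.

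For cardiac lists, the slope of the mean log2 CPM of a list on library depth within mice, over the 21 libraries, was used to predict the difference between the genotypes from their depth. For the ventricular cardiomyocyte list (median log2 fold change -0.24, FDR 0.000406 from camera with Benjamini-Hochberg adjustment) the predicted difference was -0.27 and the observed one -0.26, so the ceiling may account for it. For glycolysis the predicted difference was -0.13 and the observed one -0.09, which the ceiling may account for as well. For fatty acid oxidation it was -0.11 of -0.33, and the adjusted difference of -0.22 had a two-sided exact permutation p of 0.2 (0.0571 before adjustment), so the ceiling cannot be told apart from a difference between genotypes. For the tricarboxylic acid cycle and oxidative phosphorylation it was -0.21 of -0.31, for vascular smooth muscle -0.04 of -0.47, and for collagen and fibrosis -0.02 of 0.38. The adjusted difference of vascular smooth muscle was -0.43, with all 3 *Notch3*-/- mice below the control mice (two-sided exact permutation p 0.0571, and 0.0571 before adjustment). That of collagen and fibrosis was 0.40 (two-sided exact permutation p 0.0286, the smallest possible, and 0.0286 before adjustment). For the latter lists the median level gave 0.143 and 0.0857 in the same test, so these p-values depend on the measure. After adjustment the p of the same test was 0.229 for the tricarboxylic acid cycle and oxidative phosphorylation, 0.857 for ventricular cardiomyocytes and 0.343 for glycolysis. A share of the counts taken by liver transcripts was weighed in *Notch3*-/- mouse 3, where the fatty acid oxidation level was -0.14. With 1 such mouse and a saturated measure, this share and a difference between genotypes cannot be told apart.

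Counts of *mt-Nd3* differed between mice of the same genotype. Of the summed counts of *mt-Nd3* (mitochondrial genome, 9459 to 9806) and its nuclear copy *Gm28438* (chromosome 1, 24612775 to 24613119, GENCODE vM21, GRCm38), *mt-Nd3* had 94.6% (95% Wilson interval 88% to 97.7%) and 94.1% (88.3% to 97.1%) in the 2 X-labelled control mice. In the 5 k-labelled mice it had 9.15% to 21.3%, with intervals between 5.53% and 29.9%. This is consistent with a base that differs between the mice and moves reads to the nuclear copy, so a different mitochondrial lineage of the X-labelled mice may add to the control group.

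The remaining lists gave the following median log2 fold changes, with FDR from camera and Benjamini-Hochberg adjustment. They were -0.48 for erythroid cells (FDR 0.00511), -0.26 for pericytes (0.00472), 0.57 for liver stellate cells (0.144) and 0.69 for cholangiocytes (0.304). The others were -0.44 for atrial cardiomyocytes (0.811), -0.05 for brown adipocytes (0.674), 0.11 for hypertrophy genes (0.996), 0.004 for leukocytes (0.674), -0.13 for Notch targets (0.493) and 0.19 for proliferation (0.865). The level of the pericyte list was -0.32, -0.40 and -0.32 in *Notch3*-/- mice 1 to 3 and -0.15 to 0.18 in control mice. Its share of the counts was lower in each of the 9 *Notch3*-/- libraries than in each of the 12 control libraries, a comparison made after the results were seen. Its mean log2 CPM differed by -0.28 (two-sided exact permutation p 0.0571), of which depth predicted -0.03. The level of the erythroid list was -0.45, -0.29 and -1.04 in *Notch3*-/- mice and -0.30 to 0.24 in control mice. Under fry, the erythroid and pericyte lists had an FDR of 0.288 and 0.170 after Benjamini-Hochberg adjustment. Without *Notch3*-/- mouse 3 both had a camera FDR of 0.0993 and the ventricular cardiomyocyte list 0.0589, with the same adjustment. Lists with at most 1 gene past the filter were not tested, and their summed counts in control mice 1 to 4 and *Notch3*-/- mice 1 to 3 follow. Kidney had 3, 6, 15 and 11 against 9, 14 and 15, and lung 3, 35, 0 and 7 against 19, 16 and 5. Pancreas had 4, 6, 5 and 2 against 2, 13 and 6, and small intestine 2, 9, 1 and 12 against 14, 230 and 9. Skeletal muscle had 12, 24, 17 and 6 against 8, 225 and 17, and white adipocytes 480, 748, 397 and 394 against 349, 533 and 706.

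Genes that the paper measured by qPCR, without stating whether in the sequenced hearts, had the following edgeR log2 fold changes in these libraries. They were 0.50 (SE 0.53) for *Nppb*, -0.24 (SE 0.16) for *Myh6*, -0.21 (SE 0.12) for *Actn2*, -0.65 (SE 0.43) for *Hey2*, -0.13 (SE 0.21) for *Hey1*, -0.13 (SE 0.17) for *Pdgfrb*, 0.51 (SE 0.65) for *Nppa* and 0.05 (SE 0.24) for *Pparg*. None of them was called, with an FDR of 0.568 to 0.961 from edgeR with Benjamini-Hochberg adjustment. *Myh6* and *Actn2* reached 50.0% and 45.7% of the count ceiling in their largest library, so depth may lower their values in *Notch3*-/- hearts.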
